# Identification of the Potential Gene Regulatory Networks and Therapeutics in Aged Mice With Postoperative Neurocognitive Disorder

**DOI:** 10.3389/fnins.2021.689188

**Published:** 2021-06-24

**Authors:** Wensi Wu, Yongpai Peng, Jiaxin Zhou, Xiaojun Zhang, Lin Cao, Wei-jye Lin, Yanan Lu, Jing Wen, Zhi Wang

**Keywords:** postoperative neurocognitive disorder (PND), bioinformatics, competitive endogenous RNA network, function enrichment analysis, therapeutic target

## Abstract

Postoperative neurocognitive disorder (PND) is one of the most common postoperative neurological complications in aged patients, characterized by mental disorder, anxiety, personality changes, and impaired memory. At present, the molecular mechanism of PND remains largely unclear, and the ideal biomarker for clinical diagnosis and prognosis are lacking. Circular RNA (circRNA) and microRNA (miRNA), as unique non-coding RNAs, affecting the regulation of miRNAs on genes and further intervening in the progression of diseases through the sponge action between the two. Besides, it could be served as novel biomarkers in various diseases. In order to detect the differential expression profiles of genes caused by PND, a total of 26 18-month-old male C57BL/6 mice were randomly assigned to control group and PND group. Behavioral tests showed that mice in the PND group had impaired cognitive function compared with the control group. Three mice in each group were randomly selected to harvest the brain for analysis the expressions of circRNAs, miRNAs, and mRNAs in the prefrontal cortex by next-generation sequencing (NGS) technology. Differentially expressed genes, including 1192 circRNAs, 27 miRNAs, and 266 mRNAs were identified, and its accuracy was further confirmed by qRT-PCR. Bioinformatics analysis results suggested that neuroinflammation was the main pathological mechanism of PND. The construction of competitive endogenous RNA (ceRNA) networks and the identification of hub genes provided possible therapeutic targets for PND. Cinnarizine and Clemastine were predicted to have the potential therapeutic effects on PND. This is the first study to explore the differential expression profiles of genes and their regulation mechanisms in PND, our results provided new clues and targets for the treatment of this refractory disease.

## Introduction

Postoperative neurocognitive disorder (PND) is mainly manifested as reduced learning and memory ability, impaired social ability, and cognitive ability after non-brain operation (Evered et al., 2018). PND is a cognitive disorder disease that has attracted much attention in clinical work. Advanced age is considered as an independent risk factor of PND (Luo et al., 2019). Among aged patients over 60-year old, the overall incidence of PND is 10–15%, which is significantly higher than other postoperative complications such as pulmonary infection, stroke, and heart failure (Urits et al., 2019). PND increases the risk of Alzheimer’s disease and might lead to dementia (Evered et al., 2016), which seriously affects the quality of life of patients and imposes a heavy burden on society and patients’ families. Many studies have been performed to explore possible molecular mechanisms of PND. Neuroinflammation, neuronal apoptosis, amyloid-Aβ deposition, and hyperphosphorylation of tau proteins have been reported as main mediators in PND (Xie et al., 2013; Chen et al., 2019; Li M. et al., 2019). At present, the pathogenesis of PND remains elusive, and there is no effective intervention method.

The next-generation sequencing (NGS) technology, also known as high-throughput sequencing technology, can perform large-scale genomics researches. This application can reveal the potential pathological mechanism and provide new ideas for the treatment of disease (Jakel and Williams, 2020). Circular RNA (circRNA) and microRNA (miRNA) belong to non-coding RNAs. In terms of function, recent studies have shown that circRNA molecules are rich in miRNA binding sites and served as miRNA sponges, thereby releasing the inhibitory effect of miRNA on its target genes and increasing the expression level of target genes. This is the competitive endogenous RNA (ceRNA) mechanism. The ceRNA networks are widely involved in the process of various cognitive disorder diseases such as Alzheimer’s disease (Zhang et al., 2017; Wang et al., 2018b; Ma et al., 2019). Previous studies showed that different expressions of circRNAs were detected in the hippocampus of rats with PND (Cao et al., 2020). The differentially expressed circRNAs also had been determined in the serum of aged PND patients. Therefore, circRNAs may be related to the pathogenesis of PND (Gao et al., 2020). Meanwhile, the up-regulated expression of miRNA-572 in hippocampal neurons contributes to the recovery of cognitive function in rats with PND (Yu et al., 2015), and the miRNA-190a also plays a key role in the pathogenesis of PND (Liu et al., 2019). However, the differential expression profiles and possible ceRNA networks caused by PND remains unclear.

Therefore, in this study, the differential expression profiles in prefrontal cortex of aged mice with PND were analyzed by NGS. The ceRNA networks and hub genes were identified, and relevant functional enrichment analyses were performed by bioinformatics. In addition, some small molecular drugs with potential therapeutic effects on PND were predicted. These results might help provide new biomarkers and therapeutic targets for PND.

## Materials and Methods

### Animals

All the animal experiments in this study were approved by the Institutional Animal Care and Use Committee (Approval No.: SYSU-IACUC-2020-000326) and the Laboratory Animal Ethics Committee of Sun Yat-sen University.

The Sun Yat-sen University (Guangzhou, China) provided 18-month-old male C57BL/6 mice with a weight between 45 and 50 g for the experiment. The mice were randomly divided into two groups: isoflurane plus exploratory laparotomy (ISO + EL) group and control (CON) group. Each group had 13 mice. In a colony room with a temperature of 19–22°C, a humidity of 40–60%, and a light/dark cycle of 12 h (lighting time is 07:00–19:00), 5 mice were housed in each cage with access to food and water at will. The experiments began after all the animals had adapted to the environment for 2 weeks.

### Operation and Anesthesia

Isoflurane anesthesia plus exploratory laparotomy has been proved to be an effective method to construct PND model (Qiu et al., 2020). Before exploratory laparotomy, the mice were anesthetized by exposure to an oxygen chamber prefilled with 1.5% isoflurane for 30 min. A median incision approximately 2 cm in the abdomen was made to enter the abdominal cavity and explore the abdominal organs such as the liver, spleen, and intestine. Sterile 5-0 operation sutures were used to suture the peritoneum and skin. Operation was also performed under isoflurane anesthesia and lasted 30 min. At the end of operation and every day within 3 days after operation, 2.5% lidocaine cream was applied to the incision to alleviate the postoperative pain, and povidone iodine solution was applied to prevent infection. Mice in the control group were not treated with anesthesia or operation.

### Open Field

A black opaque plastic chamber (60 cm × 60 cm × 50 cm, ZH-ZFT, Anhui Zhenghua Biological Instrument equipment Co., Ltd., Anhui, China) was used as the open field arena. The open field test was performed 24 h after operation to evaluate the locomotor activity of the mice. Each mouse was placed in the center of the field and allowed to explore freely for 5 min while a video tracking system (Smart v3.0.06, Panlab Harvard Apparatus, Barcelona, ES) automatically recorded its movements and analyzed the total distance to assess the locomotor activity. Meanwhile, the time spent in the central area of mice were analyzed to evaluate whether postoperative anxiety occurred. During each test interval, the field was cleaned with 75% ethanol to eliminate feces and odors.

### Fear Conditioning

One day before the operation, each mouse was placed into the conditioning chamber (Freeze Monitor, San Diego Instruments, San Diego, CA, United States) and allowed to explore the room freely for 180 s. Then they were given a 30 s tone (70 db), followed by a 2 s foot shock (0.7 mA), and the next tone-shock stimulation cycle was entered at an interval of 60 s. A total of 3 cycles were performed. On postoperative days 1, 2 h after the open field test, each mouse was placed into the conditioning chamber without any tone or electrical stimulation for 360 s and the environment was identical with that before operation, the time of freezing behavior was recorded to evaluate the context-related memory. Two-hours later, they were placed into a new environment completely different from that before the operation and explored room freely for 180 s. Then they were given the same tone stimulation (without electrical stimulation) as before the operation, the time of freezing behavior was recorded to evaluate tone-related memory. Freezing behavior means there is no visible movement other than breathing. During each test interval, the conditioning chamber was cleaned with 75% ethanol to eliminate feces and odors.

### Barnes Maze

On postoperative days 2–6, we performed Barnes maze to evaluate the spatial learning and memory of mice. Each mouse was placed in the center of a circular platform (Anhui Zhenghua Biological Instrument equipment Co., Ltd., Anhui, China) with a diameter of 92 centimeters, which had 20 equally spaced holes. Among all the holes, only one was linked to a small dark recessed chamber. The mice were expected to find the hole and enter the dark chamber under the bright light (200 W). The mice were trained for 4 days with 3 trials per day, with each trial lasting 3 min, and an interval of 15 min between each trial. If the mice could not find the correct hole and enter the dark chamber within 3 min, they were guided to the correct location. During each test interval, the platform and dark chamber were cleaned with 75% ethanol to eliminate feces and odors. The last day, the escape latency was recorded and measured by a video tracking system (Smart v3.0.06, Panlab Harvard Apparatus, Barcelona, ES), which was used to evaluate the spatial learning and memory retention of mice.

### Harvesting of Tissue

Half an hour after the Barnes maze test, the mice were deeply anesthetized with isoflurane, and perfused transcardially with normal saline. We dissected the brain in the air to obtain the prefrontal cortex, and then frozen tissues in liquid nitrogen. Three cortical tissues were randomly selected from each group for subsequent sequencing analysis. The others were preserved for qRT-PCR.

### RNA Extraction and Purification for Next-Generation Sequencing

Total RNAs were extracted by miRNeasy Mini Kit (217004, Qiagen, GmBH, Germany) and checked for a RIN number to inspect RNA integrity by an Agilent Bioanalyzer 2100 (Agilent technologies, Santa Clara, CA, United States). Qualified total RNAs were further purified by RNAClean XP Kit (A63987, Beckman Coulter, Inc., Kraemer Boulevard Brea, CA, United States) and RNase-Free DNase Set (79254, Qiagen, GmBH, Germany). The purity of total RNAs were assessed by NanoDrop ND-2000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, United States) and Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, United States). The integrity of RNAs were determined by standard denaturing agarose gel electrophoresis.

### Library Preparation and Next-Generation Sequencing of circRNAs

Ribosomal RNAs (rRNAs) were removed from total RNAs, and then RNase R (RNR07250, Epicenter, United States) was used to digest linear RNAs. Subsequently, purified RNAs fragments were subjected to the first strand and second strand cDNA synthesis, and then adapter-ligated and enriched were performed by VAHTS Total RNA-seq (H/M/R) Library Prep Kit for Illumina (NR603-02, Vazyme, CHN). The quality and concentration of library were measured by the Qubit dsDNA HS Assay Kit (Q32854, Invitrogen, Carlsbad, CA, United States). Illumina HiSeq X ten platform was used for circRNAs sequencing to obtain the raw reads. Raw reads were filtered with Seqtk^1^ and obtained the clean reads. The results of clean reads were mapped to the reference genome by BWA-MEM^2^. CircRNAs were detected by CIRI (Beijing Institutes of Life Science, Beijing, China) (Gao et al., 2015), based on the circRNAs location information, the same circRNAs in each sample were merged, renumbered, and compared with the circBase database^3^. At present, the complete sequence cannot be obtained for most circRNAs (You et al., 2015), so we used SRPBM to normalize the clean reads (Li Y. et al., 2015). We used edgeR package of R software (version 3.6.0^4^) to analyze the different circRNAs between samples and get the *p*-value (Robinson et al., 2010). At the same time, we calculated the differentially expressed multiples based on the SRPBM value, which was Fold-change. The differential expressions of circRNAs were identified using the Limma package of R Software. The differentially expressed circRNAs were screened with | Fold-change| > 2 and *p*-value < 0.05 as the cut-off criteria. Volcano map and heatmap with differential expression of circRNAs were presented by ggpubr, ggthemes, and pheatmap packages of R software.

### Library Preparation and Next-Generation Sequencing of miRNAs

The adapter-ligated and enriched of purified total RNAs were performed by the NEBNext Multiplex Small RNA Library Prep Set for Illumina (Set 2) (E7580S, NEB, United States). After the amplification, the quality, and concentration of library were measured by the Qubit dsDNA HS Assay Kit (Q32854, Invitrogen, Carlsbad, CA, United States). Illumina HiSeq X ten platform was used for miRNAs sequencing to obtain the raw reads. Raw reads were filtered with fastx^5^ and obtained the clean reads. Clean reads of 18–40 nt length were compared with the reference genome by Bowtie (Langmead et al., 2009). And miRNAs were identified based on the location information of known miRNAs in miRBase (Kozomara and Griffiths-Jones, 2014). In order to make the expression levels of miRNAs between different miRNAs and different samples comparable, we normalized the number of clean reads mapped to each miRNA by the trimmed mean of *M* values (TMM) (Robinson and Oshlack, 2010), and then converted it into the transcripts per million (TPM, the formula is: the number of reads on a miRNA × 10^6^/total reads) for standardization of miRNAs expression (Mortazavi et al., 2008). We used edgeR package of R software to analyze the different miRNAs between samples and get the *p*-value. At the same time, we calculated the differentially expressed multiples based on the TPM value, which is Fold-change. The differential expressions of miRNAs were identified using the Limma package of R Software. The differentially expressed miRNAs were screened with | Fold-change| > 2 and *p*-value < 0.05 as the cut-off criteria. Volcano map and heatmap with differential expression of miRNAs were presented by ggpubr, ggthemes, and pheatmap packages of R software.

### Library Preparation and Next-Generation Sequencing of mRNAs

Similar to the circRNAs sequencing process, rRNAs were removed from total RNAs, purified RNAs fragments were subjected to the first strand and second strand cDNA synthesis, and then adapter-ligated and enriched were performed by VAHTS Total RNA-seq (H/M/R) Library Prep Kit for Illumina (NR603-02, Vazyme, CHN). The quality and concentration of library were measured by the Qubit dsDNA HS Assay Kit (Q32854, Invitrogen, Carlsbad, CA, United States). Illumina HiSeq X ten platform was used for mRNAs sequencing to obtain the raw reads. Raw reads were filtered with Seqtk and clean reads was obtained. Hisat2 spliced mapping algorithm was applied to perform genome mapping of pre-processed reads (Kim et al., 2015). In order to make data comparable, processed reads were transformed into fragments per kilobase of exon model per million mapped reads (FPKM, the formula is: total exon fragments/mapped reads/exon length) for the standardization of mRNAs expression. We used StringTie to count the number of fragments of each gene after Hisat2 comparison (Pertea et al., 2015, 2016), then used TMM value to make normalize, and finally used perl (version 5.32.1^6^) to calculate the number of fragments for each gene FPKM value. EdgeR package of R software was also used to analyze the different mRNAs between samples, and the differentially expressed multiples were calculated based on the FPKM value. The differential expressions of mRNAs were identified using the Limma package of R Software. The differentially expressed mRNAs were screened with | Fold-change| > 2 and *p*-value < 0.05 as the cut-off criteria. Volcano map and heatmap with differential expression of mRNAs were presented by ggpubr, ggthemes and pheatmap packages of R software.

### Functional Enrichment Analysis

Gene ontology (GO) enrichment analysis is a commonly used method of gene annotation, including biological pathways (BP), molecular functions (MF), and cell components (CC). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was used to identify the key biological pathways involved in candidate genes. The clusterProfiler package of R software was used to perform GO and KEGG pathway enrichment analysis was based on the differentially expressed mRNAs with adjusted *p*-value < 0.05 as the cut-off criterion. The *p*-value was adjusted by false discovery rate (FDR) method.

### Identification of Protein-Protein Interaction Networks and Hub Genes

The Search Tool for the Retrieval of Interacting Genes (STRING, version 11.0^7^) database was used to predict protein-protein interactions (PPI) between candidate genes. In order to explore the potential correlation between these differentially expressed mRNAs, we used STRING to obtain the data of PPI. The protein-protein minimum required interaction score was set to 0.7, indicating high confidence. Furthermore, hub genes were identified based on the count of interaction pairs between proteins. Cytoscape (version 3.8.0, San Diego, CA, United States) was used to visualize the PPI network data and identify the hub genes.

### Construction of ceRNA Networks

The multiMiR package of R software collects nearly 50 million human and mouse miRNA-mRNA interaction records from 14 different databases (Ru et al., 2014). We used multiMiR to retrieve miRNA-mRNA interactions. Based on 108 CLIP-Seq (PAR-CLIP, HITS-CLIP, iCLIP, and CLASH) data sets, starBase database (v2.0^8^) identified approximately 10,000 ceRNA pairs from 37 independent studies. The starBase database was applied to retrieve miRNA-circRNA interactions (Li J. H. et al., 2014). The obtained genes were intersected with the sequencing results via an online Venn tool^9^. Based on the inter-relationships of circRNAs-miRNAs-mRNAs, ceRNA networks were then constructed by Cytoscape to visualize the genes regulation networks.

### cDNA Synthesis and Quantitative Real-Time PCR (qRT-PCR)

To verify the accuracy and reliability of the sequencing results, 5 circRNAs (circRalgapa1, cird3, circPpme1, circKansl1l, and circRnf150), 2 miRNAs (miR-200b-3p and miR-141-3p), and 5 mRNAs (Slco1b2, Ino80d, Chrnb1, Sncg, and Agt) were randomly selected for qRT-PCR, which were selected from the ceRNA network, the most obvious differential expression genes and the hub genes. Total RNA was extracted from the prefrontal cortex of the PND group and CON group (*n* = 10, each group) using RNA Quick Purification kit (RN001, Esscience, CHN). For circRNAs and mRNAs, the reverse transcription to cDNA was achieved with Hifair^®^ III 1st Strand cDNA Synthesis SuperMix for qPCR (11141ES60, Yeasen, CHN). For miRNAs, the reverse transcription was achieved with Bulge-Loop miRNA qRT-PCR Starter Kit (C10211-1, RiboBio, and CHN). And qRT-PCR was conducted with Roche LightCycler 480 II Real-Time PCR System (Roche, United States). The relative expression levels were calculated by the 2^–ΔΔCT^ method. GAPDH was used as an internal reference gene for circRNAs and mRNAs expression, and U6 was used as an internal reference gene for miRNAs expression. Sequence-specific primers for U6 and miRNAs were synthesized by RiboBio (Guangzhou, China). The sequences of primers of mRNAs, circRNAs, and GAPDH were presented in Table 1.

**TABLE 1:** The primer sequences used for qRT-PCR.

Gene	Primer sequences (5′–3′)
circRalgapa1	Forward, GATGACTCTCTGACCAAAAAATGA
	Reverse, TGTTAGCATAGCAGGACCACC
circPsd3	Forward, GGATTGCACGATTCTGCCAA
	Reverse, AAGTGCTTCCTCCATGATCACCT
circPpme1	Forward, GGAGAATGAAACTGGCAAGGATAC
	Reverse, TTCCGTCCAGGGCGTGAA
circKansl1l	Forward, GGACTCTGACGCCACCGATA
	Reverse, CTTAAACTCTTAAAAACATACTGCCA
circRnf150	Forward, CAGGAAGGGTGACAAGGAAAC
	Reverse, TGACCAGTAGCTATCGTGTACGG
Slco1b2	Forward, GTTGTGTCAGCGGCTCTGGT
	Reverse, GCATTTGTCTCTTGGGCATTC
Ino80d	Forward, CTCCGCTGCATAAACTACCCT
	Reverse, GGACTGCTGCTCAACCAAGAA
Chrnb1	Forward, CTCCAACTATGATAGCTCGGTGA
	Reverse, CAGGTCTAAGTACACCTTTGTGC
Sncg	Forward, AAAGACCAAGCAGGGAGTAACG
	Reverse, GACCACGATGTTTTCAGCCTC
Agt	Forward, TCTCCTTTACCACAACAAGAGCA
	Reverse, CTTCTCATTCACAGGGGAGGT
GAPDH	Forward, GGGTCCCAGCTTAGGTTCAT
	Reverse, TACGGCCAAATCCGTTCACA

### Prediction of Potential Therapeutic Small Molecular Drugs

Connectivity Map (CMap^10^) was used to measure connectivity between disease gene expression characteristics and compound induced gene expression profiles, which has become a valuable tool in understanding drug mechanism of action and discovering new indications for drugs (Cheng et al., 2014). These mRNAs significantly up-regulated or down-regulated were uploaded onto the CMap database to predict the small molecular drugs with potential therapeutic effects on PND.

### Statistical Analysis

All results were expressed as mean ± SD. Statistical analyses were performed using the GraphPad Prism 8.0 (San Diego, CA, United States) and R software. Student’s *t*-test was used to determine the statistical significance between two groups. A *p*-value < 0.05 was considered statistically significant.

## Results

### Isoflurane Plus Exploratory Laparotomy Caused PND in Aged Mice

Our previous study has confirmed that isoflurane plus exploratory laparotomy (ISO + EL) successfully induced PND model in aged mice (Wang et al., 2018a). In the present study, there was no statistical difference in the total distance between the control (CON) group and the ISO + EL group at the same time window in the open field test. The result indicating that anesthesia and operation factors have no effect on the locomotor activity of the aged mice (Figure 1A). At the same time, the time spent in the central area had no statistically different, indicating that anesthesia and operation factors did not induce postoperative anxiety behaviors of aged mice, which was consistent with the results of previous studies (Qiu et al., 2020; Figure 1B). Fear conditioning test was divided into two parts: the context-related test and the tone-related test. In the context test, we found that aged mice in the ISO + EL group performed less freezing behavior in the new context than mice in the CON group, which indicated anesthesia and operation factors impaired the context-related memory of aged mice (Figure 1C). However, in the tone test, we found that the performance of mice was similar between in the ISO + EL group and in the CON group (Figure 1D). During the training phase of the Barnes maze, compared with day one, the time required for all mice to find the target hole significantly decreased on day four (Figure 1E). This suggested that all the mice got performance development during the training process. However, we found that mice in the ISO + EL group took longer time to identify the target hole than mice in the CON group during test phase (Figure 1F). This suggested that anesthesia and operation factors impaired the spatial learning and memory in older mice. In general, ISO + EL impaired the spatial learning and memory and the context-related memory in aged mice, which met the criteria of PND, our results were similar to previous studies (Lin and Zuo, 2011; Li J. et al., 2019; Lin et al., 2020). Therefore, the ISO + EL group was PND group.

**FIGURE 1:**
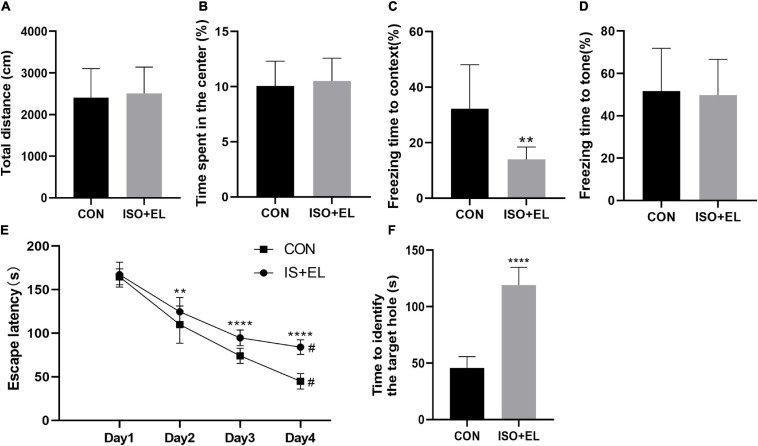
Anesthesia and operation-induced PND in aged mice. **(A)** Total distance of aged mice in open field test. **(B)** Time spent in the central area of aged mice in open field test. **(C)** Performance of aged mice in context test. **(D)** Performance of aged mice in tone test. **(E)** Performance of aged mice in Barnes maze training phase. **(F)** Performance of aged mice in Barnes maze test phase. The data are presented as mean ± S.D (*n* = 10). **P < 0.01 compared with the CON group; ****P < 0.001 compared with the CON group, ^#^*P* < 0.05 compared with the corresponding data in the first trial on day 1.

### Identification of Differentially Expressed circRNAs

In this study, NGS technology was used to identify the differentially expressed circRNAs in the prefrontal cortex of aged mice with PND. A total of 71481 circRNAs were identified. Compared with the CON group, we had screened 1192 differentially expressed circRNAs in the PND group, which included 1025 up-regulated circRNAs and 167 down-regulated circRNAs. The hierarchical clustering heatmaps revealed distinguishable circRNAs expression profiles (Figure 2A), and the volcano plots showed a significant difference in the expression levels of circRNAs between the PND group and CON group (Figure 2B). In the prefrontal cortex of aged mice with PND, most of the differentially expressed circRNAs were originated from exons (Figure 2C).

**FIGURE 2:**
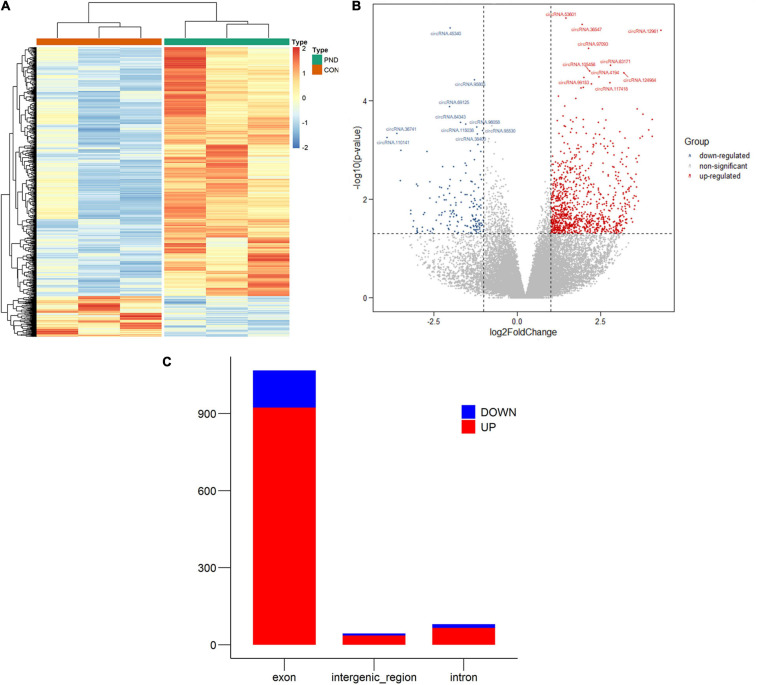
Altered expression profile of circRNAs in the prefrontal cortex of aged mice. **(A)** Hierarchical clustering analysis of all differentially expressed circRNAs in the prefrontal cortex of CON group and PND group: the red represents a higher fold change, while the blue represents a lower fold change. **(B)** The volcano plots of all the detected circRNAs in both the CON and PND groups: The vertical line represents to | log_2_ (fold change) | > 1 up and down, respectively, and the horizontal line corresponds to a *p*-value of 0.05 (–log_10_ scaled). The red points represent the significantly up-regulated circRNAs and the blue points represent the significantly down-regulated circRNAs. The top ten differentially expressed circRNAs were also indicated in the figure. **(C)** The gene sources of differentially levels of circRNAs. The red represents the significantly up-regulated circRNAs and the blue represents the significantly down-regulated circRNAs.

### Identification of Differentially Expressed miRNAs

Compared with the CON group, a total of 1189 miRNAs were identified in the prefrontal cortex of aged mice with PND. 

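Small RNA libraries from the prefrontal cortex of 3 mice of the PND group and 3 mice of the CON group were compared, with 1 library per mouse. The mice were 18 months old according to the paper and to the age recorded for the samples, whereas the sample names carry 17 months. Mice of the PND group had been exposed to 1.5% isoflurane for 30 min and had then undergone an exploratory laparotomy of 30 min, and mice of the CON group had received neither. The tissue was taken on postoperative day 6, after perfusion with saline. According to the paper's methods the libraries were made with the NEBNext Multiplex Small RNA kit, whereas the sample labels name a VAHTS kit for total RNA. The authors filtered the reads with fastx, aligned them with Bowtie, assigned them to miRNAs by their miRBase positions and scaled them to the library total. The paper's text does not name the genome build, or the rule for reads that match several miRNAs, so near-identical miRNAs could share reads. The deposited values are reads per 1000000 reads on all miRNAs listed (CPM), which the paper calls TPM. The values of each library summed to 1000000 within rounding, so no TMM scaling between libraries was left in them. In each of the 6 libraries, 100% of the values were whole multiples of the value of 1 read, and the reads behind every value were recovered in this way. The PND libraries held 19471226, 17600766 and 17712218 reads on miRNAs, and the CON libraries held 15275467, 14849461 and 16093467. A level of 3 reads, taken as the smallest that this depth can show, was between 0.154 and 0.202 CPM. The paper describes no molecular identifiers, so this floor covers counting error only. A single miRNA, miR-128-3p, took between 17.6% and 29.2% of the reads of each library.

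The list held 1189 entries, of which 1156 carried a miRBase name and 33 carried only a number. Each entry had at least 1 read in at least 1 library. A total of 1149 had a read in a PND library, 812 had a read in all 6 libraries, and 656 had at least 10 reads in at least 3 libraries. The PND libraries showed 1030, 1033 and 1030 of the entries, and the CON libraries showed 1006, 965 and 981. When 14849461 reads were drawn from every library, 20 times, 1009.9 ± 4.89 entries (SD, n = 3 mice) had a read in the PND group and 979.6 ± 20.2 (SD, n = 3) in the CON group. This difference had an exact permutation p of 0.1 (two-sided), the smallest p that 3 mice against 3 allow. In 12 of the 20 draws every PND library had more entries than every CON library.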

We had screened 27 differentially expressed miRNAs in the PND group, which included 12 up-regulated miRNAs and 15 down-regulated miRNAs. 

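Differential expression was tested with limma, with a trend in the variance, on log2(CPM + 1). On this scale the fold change of a miRNA with few reads is understated. Of the 1189 entries, 61 had an unadjusted p under 0.05, and 1 of them also changed more than 2-fold. This entry was up-regulated and has no miRBase name. It is given here after its values were seen. It had 129, 26 and 16 reads in the PND mice and 0, 17 and 0 reads in the CON mice. Its log2 fold change was 1.36 (standard error 0.53, adjusted p = 0.77 from limma with Benjamini-Hochberg adjustment), and its adjusted p lay between 0.57 and 1 in the other settings. The groups overlapped (exact permutation test, two-sided, p = 0.2). No down-regulated miRNA passed both limits.

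After Benjamini-Hochberg adjustment over all entries, 5 had an adjusted p under 0.05 in limma. None of the 5 has a miRBase name, and they hold 2 distinct sets of reads, since entries with identical reads were listed more than once. The reads were 10, 16 and 18 in one set and 11, 11 and 19 in the other in the PND mice, and 0 in every CON mouse. Their log2 fold changes were 0.85 (standard error 0.12) and 0.80 (standard error 0.12), with an adjusted p of 0.0395 from limma for both. When entries without a miRBase name that had identical reads were counted as 1 entry, a setting chosen after the values were seen, 0 had an adjusted p under 0.05 and 58 had an unadjusted p under 0.05. Among the 44 miRNAs chosen by a rule set before the deposited values were examined, 10 had an unadjusted p under 0.05. Of the 44, 28 are arms of genes labelled in Fig. 3B or miR-451a, which the paper picked for their difference in the same mice. The number 10 therefore cannot be set against chance. Of these 44, 0 had an adjusted p under 0.05, whether the adjustment covered the 44 miRNAs alone or all entries.

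The number of differentially expressed miRNAs depended on the test and on how the fold change was computed. The paper's methods take the p-value from edgeR and the fold change from the TPM values, and also name limma for identifying the differentially expressed miRNAs. The edgeR exact test on the recovered reads, with the fold change from the group means, gave 34 differentially expressed miRNAs, with 18 up-regulated and 16 down-regulated. This combination was run after the values had been seen. Of these 34 miRNAs, 21 had a mean under 1 CPM and 6 had a mean of at least 10 CPM. The values of the groups did not overlap for 21 of them. Over all 1189 entries this held for 94 with higher values in PND (7.9%) and 24 with higher values in CON (2.0%), where chance gives 10% for both directions together. For 19 of the 34, leaving out 1 mouse brought the fold change of the group means to 2 or below. The largest number came from limma's p with the fold change of the group means, which gave 42 miRNAs, 30 up-regulated and 12 down-regulated. With limma on log2(CPM + 1) and a mean of at least 10 CPM required, 361 miRNAs remained, of which 5 had an unadjusted p under 0.05 and 0 passed both limits.

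The sample names give the mice of each group the numbers 1 to 3. Over the 361 miRNAs with a mean of at least 10 CPM, same-numbered libraries had a mean correlation of 0.167 in their deviations from the group means, against -0.085 for differently numbered libraries. The correlations of same-numbered libraries ran from -0.128 to 0.508, so they were not uniformly positive. With the replicate number as a block, 2 miRNAs passed both limits, both up-regulated, 56 had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05. With each mouse left out in turn, between 0 and 4 miRNAs passed both limits, and between 0 and 3 had an adjusted p under 0.05.

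**Figure D1:**
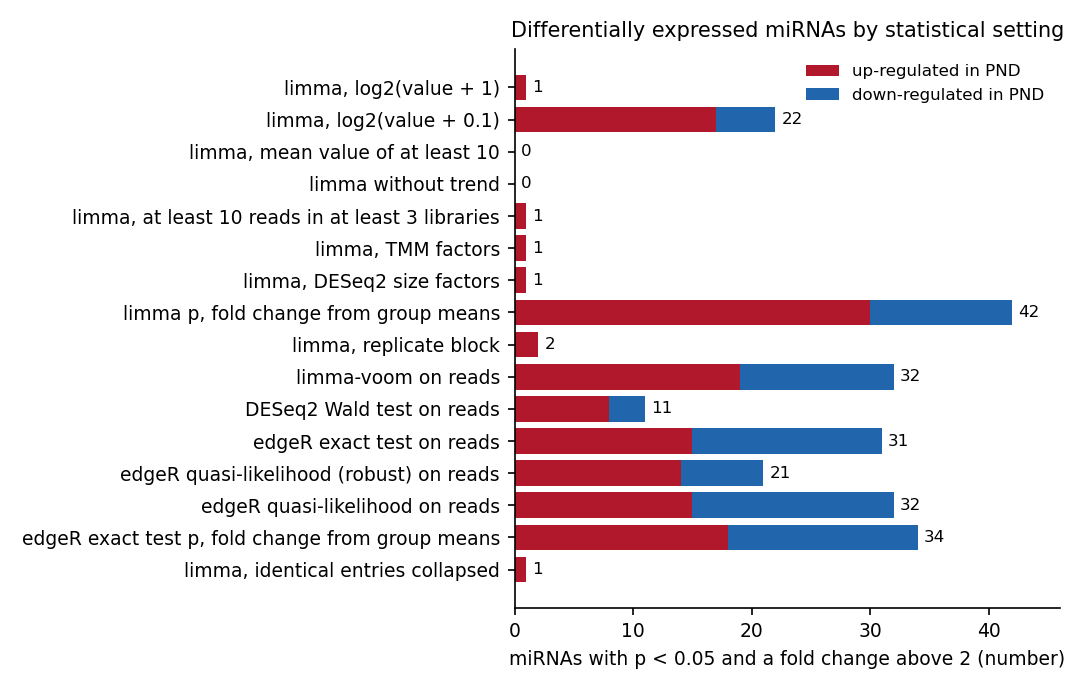
Number of miRNAs with an unadjusted p under 0.05 and a fold change above 2 between the PND group (3 mice) and the CON group (3 mice) in each statistical setting that keeps all 6 mice. Bars start at 0 and are divided into up-regulated and down-regulated miRNAs; the totals run from 0 to 42.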

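The profiles of the 6 mice were compared over the 361 miRNAs with a mean of at least 10 CPM. All miRNAs of this abundance were used, whether or not they differed between the groups. The Euclidean distance of log2(CPM + 1) was 4.96 on average between PND mice (3.90 to 6.77, 3 pairs), 12.3 between CON mice (10.4 to 15.8, 3 pairs) and 9.04 between PND and CON mice (3.46 to 14.6, 9 pairs). The mean distance between the groups exceeded the mean distance within them by 0.41. Of the 10 ways to split the 6 mice into groups of 3, 3 gave a value at least as large (exact permutation test, one-sided, p = 0.3). The smallest p of this design is 0.1. In average-linkage clustering, PND mouse 2 joined CON mouse 3 first, at a distance of 3.46. PND mouse 1 and PND mouse 3 then joined this pair, at 3.73 and 5.55. CON mouse 1 joined at 10.8 and CON mouse 2 at 12.4. With 1 mouse left out in turn and the 2 groups weighted equally in the mean distance within groups, a weighting chosen after the values were seen, the difference lay between -0.31 and 1.39. It was below 0 without PND mouse 2 and without CON mouse 2.

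**Figure D2:**
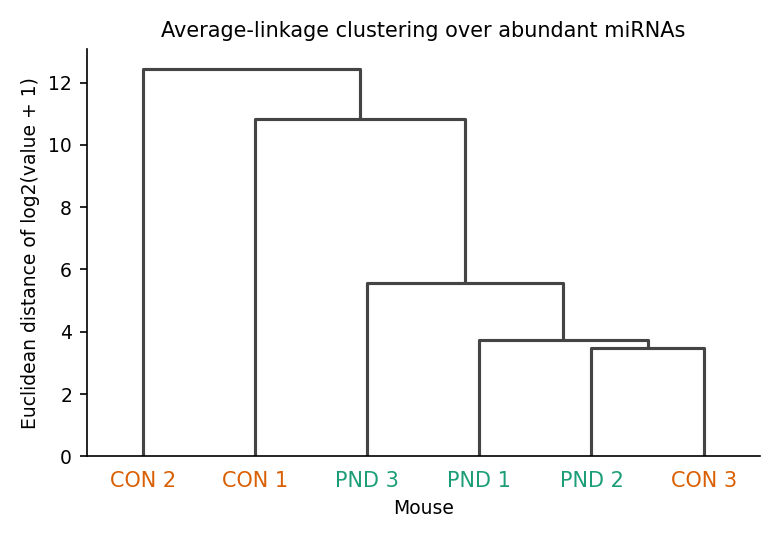
Average-linkage clustering of the 3 PND mice and 3 CON mice by the Euclidean distance of log2(CPM + 1) over the 361 miRNAs with a mean of at least 10 CPM. The height of each join is the distance, from 3.46 for PND 2 with CON 3 to 12.4 for CON 2 with the other mice.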

The hierarchical clustering heatmaps revealed distinguishable miRNAs expression profiles (Figure 3A), and the volcano plots showed a significant difference in the expression levels of miRNAs between the PND group and CON group (Figure 3B).

**FIGURE 3:**
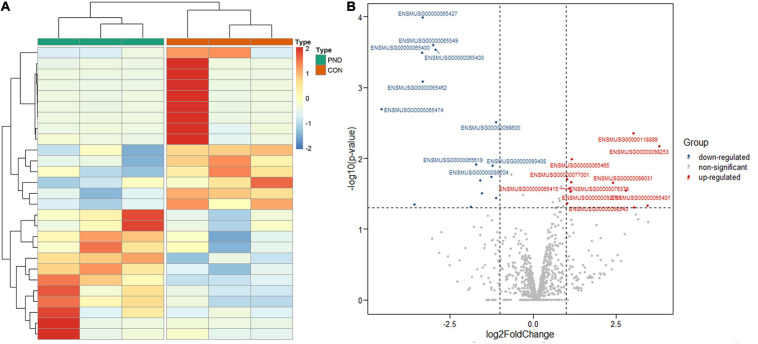
Altered expression profile of miRNAs in the prefrontal cortex of aged mice. **(A)** Hierarchical clustering analysis of all differentially expressed miRNAs in the prefrontal cortex of CON group and PND group: the red represents a higher fold change, while the blue represents a lower fold change. **(B)** The volcano plots of all the detected miRNAs in both the CON and PND groups: The vertical line represents to | log_2_ (fold change) | > 1 up and down, respectively, and the horizontal line corresponds to a *p*-value of 0.05 (–log_10_ scaled). The red points represent the significantly up-regulated miRNAs and the blue points represent the significantly down-regulated miRNAs. The top ten differentially expressed miRNAs were also indicated in this figure.

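The labels of Fig. 3B are Ensembl gene IDs. Of the 18 different IDs that could be read, 17 matched a miRNA gene in GENCODE release M21, 9 of them labelled as down-regulated and 8 as up-regulated. For each gene the arm with more reads was taken. The group means differed in the direction of the label for all 17, and the values of the groups did not overlap for 6 of them. As the paper labelled these genes for their difference in the same mice, neither number can be set against chance, which gives 10% without such a selection. The smallest adjusted p of the 17 was 0.43 in limma, and 0.75 in limma with the replicate number as a block, where 1 of them passed both limits.

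Of the 9 genes labelled as down-regulated, 7 had their highest value in CON mouse 1, and 5 of these belong to the miR-200 family. Mir200b, Mir200a and Mir429 lie within 1846 bp on chromosome 4 of GRCm38, from 156053905 to 156055750. Mir141 and Mir200c lie within 477 bp on chromosome 6, from 124717914 to 124718390. miR-200a-3p had 16.3 ± 3.38 CPM (SD, n = 3) in the PND group and 165 ± 260 CPM (SD, n = 3) in the CON group, with 7101, 181 and 288 reads in the CON mice. Its log2 fold change was -1.52 (standard error 1.19, adjusted p = 0.77 from limma), and 0.11 without CON mouse 1. The miR-200 family summed to 36.2, 28.2 and 37.5 CPM in the PND mice and to 874, 32.6 and 36.7 CPM in the CON mice (exact permutation test, two-sided, p = 0.5). The sum covers the 7 arms on the list of markers, all of which were highest in CON mouse 1, by 6.16 to 61.1 times the next library. It leaves out miR-141-5p, which had 2 reads in CON mouse 1 and 0 reads in the other mice. The log2 ratio of the group means of the sum was -3.21 with all mice and -0.03 without CON mouse 1. miR-183-5p, which is not of this family, had 55.9 ± 6.80 CPM in the PND group and 183 ± 243 CPM in the CON group, and was 6.61 times higher in CON mouse 1 than in the next library.

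Some of the other labelled miRNAs had groups that did not overlap, with few reads. miR-6929-3p had between 6 and 24 reads per library, with 0.635 ± 0.257 CPM in the PND group and 1.37 ± 0.249 CPM in the CON group (exact permutation test, two-sided, p = 0.1, the smallest possible). miR-33-5p had between 25 and 106 reads, with 4.81 ± 1.10 CPM in the PND group and 2.68 ± 1.06 CPM in the CON group (exact permutation test, two-sided, p = 0.1). miR-7240-5p had 6, 6 and 7 reads in the PND mice and 0, 2 and 1 in the CON mice, and miR-7219-3p had 10, 2 and 5 against 1, 0 and 0, so both were at or under the floor of 3 reads in the CON group. miR-190a-5p had 16.97 ± 10.4 CPM in the PND group and 7.61 ± 4.36 CPM in the CON group, and the groups overlapped (exact permutation test, two-sided, p = 0.2). It was the labelled miRNA that passed both limits with the replicate block. miR-144-5p had 31 reads in PND mouse 1 and at most 4 reads in any other mouse.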

### Identification of Differentially Expressed mRNAs

Compared with the CON group, a total of 21006 mRNAs were identified in the prefrontal cortex of aged mice with PND. We had screened 266 differentially expressed mRNAs in the PND group, which included 160 up-regulated mRNAs and 106 down-regulated mRNAs. The hierarchical clustering heatmaps revealed distinguishable mRNAs expression profiles (Figure 4A), and the volcano plots showed mRNAs levels with significant difference between the PND group and CON group (Figure 4B).

**FIGURE 4:**
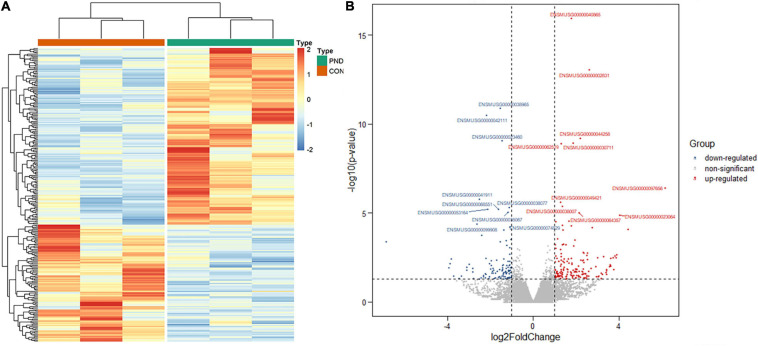
Altered expression profile of mRNAs in the prefrontal cortex of aged mice. **(A)** Hierarchical clustering analysis of all differentially expressed mRNAs in the prefrontal cortex of CON group and PND group: the red represents a higher fold change, while the blue represents a lower fold change. **(B)** The volcano plots of all the detected mRNAs in both the CON and PND groups: The vertical line represents to | log_2_ (fold change) | > 1 up and down, respectively, and the horizontal line corresponds to a *p*-value of 0.05 (–log_10_ scaled). The red points represent the significantly up-regulated mRNAs and the blue points represent the significantly down-regulated mRNAs. The top ten differentially expressed mRNAs were also indicated in this figure.

### Bioinformatics Analysis of Differentially Expressed mRNAs

Although differentially expressed circRNAs and miRNAs have been identified in prefrontal cortex, proteins transcribed from mRNAs actually play key biological functions *in vivo* and *in vitro*. Therefore, we performed GO enrichment analysis and KEGG pathway analysis to predict the possible biological functions of the differentially expressed mRNAs. The top GO terms in the biological processes (BP) were included as below: I-kappaB kinase/NF-kappaB signaling, proteasome-mediated ubiquitin-dependent protein catabolic process, lipid localization, feeding behavior, and lipid transport. The top GO terms in the cellular components (CC) were listed as below: receptor complex, integrin complex, and protein complex involved in cell adhesion, interstitial matrix, and plasma membrane signaling receptor complex. The top GO terms in the molecular function (MF) were include as below: pattern recognition receptor activity, postsynaptic neurotransmitter receptor activity, extracellular ligand-gated ion channel activity, ketosteroid monooxygenase activity, and hormone activity (Figure 5A). Through KEGG pathway analysis, the top 10 enriched pathways found as below: neuroactive ligand-receptor interaction, insulin resistance, pathways of neurodegeneration-multiple diseases, vascular smooth muscle contraction, regulation of actin cytoskeleton, hippo signaling pathway, herpes simplex virus 1 infection, inflammatory mediator regulation of TRP channels, adipocytokine signaling pathway, and proteoglycans in cancer (Figure 5B).

**FIGURE 5:**
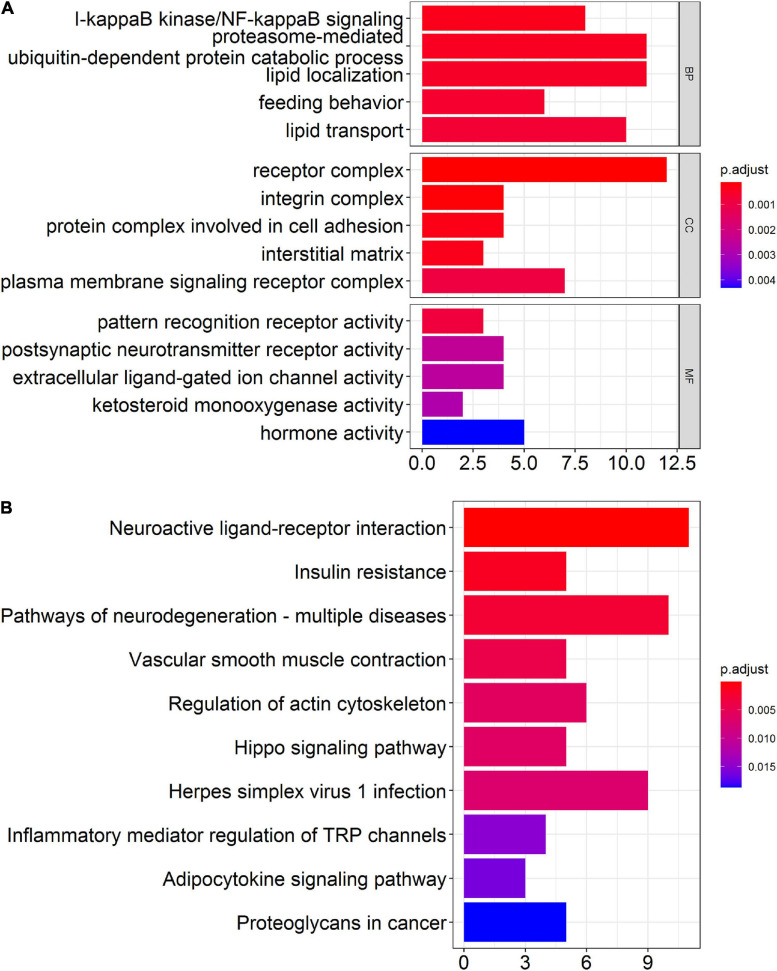
Bioinformatics analysis of differentially expressed mRNAs in the prefrontal cortex of aged mice. **(A)** Gene ontology (GO) analysis of the differentially expressed mRNAs in the prefrontal cortex of aged mice. **(B)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the differentially expressed mRNAs in the prefrontal cortex of aged mice.

### Construction of PPI Network

The 266 differentially expressed mRNAs were upload onto the STRING database to explore the inter-relationships among the different proteins, a total of 198 nodes and 36 edges were obtained. We visualized these data by Cytoscape. And a total of 42 mRNAs were mapped into the network, which included 23 up-regulated mRNAs and 19 down-regulated mRNAs (Figure 6A). And then, we identified the top 6 hub genes (Agt, Chrm5, Grp, Hcrtr1, Trh, and Top2a) by the count of interaction pairs between different proteins, indicating that these genes may have important roles in PND (Figure 6B).

**FIGURE 6:**
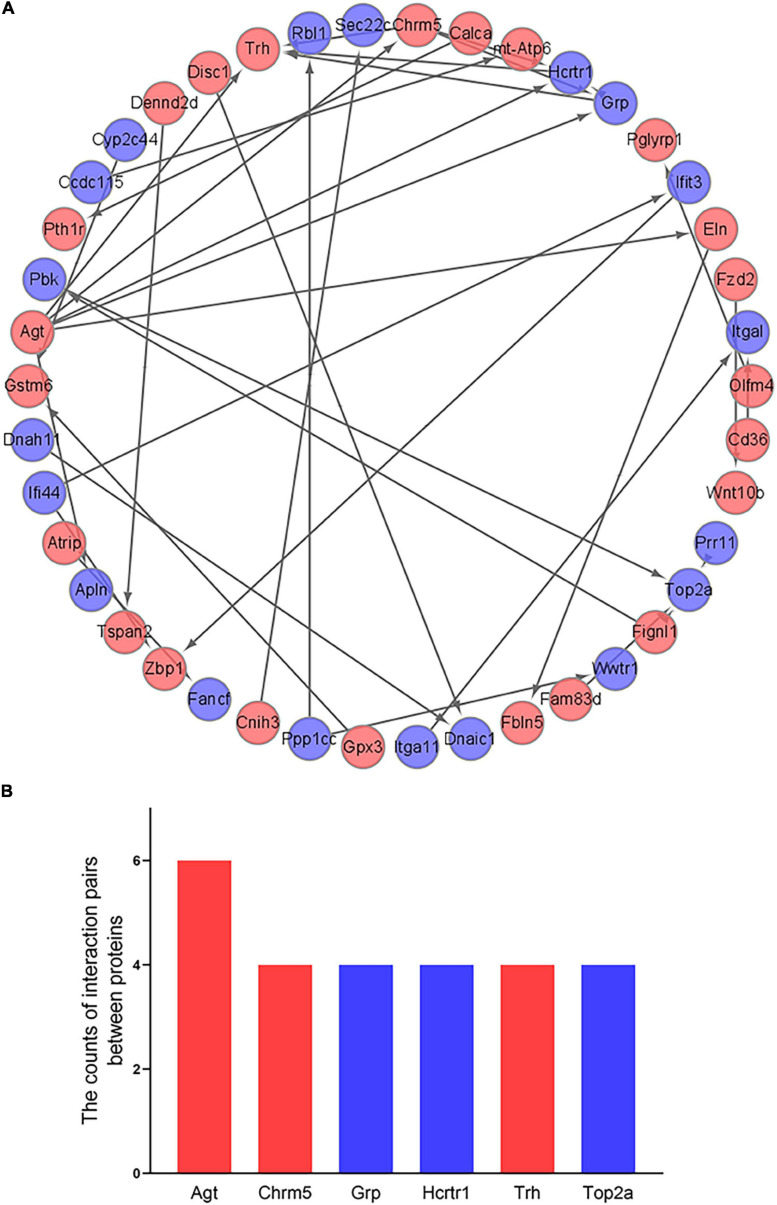
Construction of PPI network and identification of hub genes. **(A)** Visualization of PPI network. The red points represent 23 up-regulated genes and the blue points represent 19 down-regulated genes. **(B)** Identification of the top 6 hub genes. The red bars represent up-regulated genes and the blue bars represent down-regulated genes.

### Construction of ceRNA Networks

Most circRNAs can act as miRNAs sponges to eliminate the inhibition of miRNA on their downstream mRNAs expressions. And this is the main mechanism of ceRNA networks. Based on differentially expressed miRNAs, 917 downstream mRNAs were obtained by the multiMiR package of R software. We intersected these mRNAs with the differentially expressed mRNAs which obtained by NGS. And 5 mRNAs were identified as the downstream mRNAs of miRNAs (Figure 7A). Their corresponding relationships with miRNAs were shown in Table 2. By the starBase database, 40 circRNAs which were obtained could competitively bind with the differentially expressed miRNAs. Meanwhile, 13 circRNAs were identified as the ceRNAs of miRNAs (Figure 7B). The possible corresponding relationships between miRNAs and circRNAs were shown in Table 3. 

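All 15 positions of Table 3 lie inside the gene that the circRNA is named for in GENCODE release M21, so they are given here in its build, GRCm38. All 15 lie inside an annotated exon, and 13 lie inside the coding sequence of at least 1 transcript. The sequences below are those of the transcript strand. Each position was compared with the hairpin gene of its miRNA, and not with the mature miRNA. The longest stretch that is exactly complementary to the hairpin was between 7 and 9 bases. The paper retrieved the pairs from the starBase database, so the positions were already assigned to these miRNAs. A match with the own hairpin, and its share among other hairpins below, therefore does not test the pairing independently.

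The 6 positions for miR-200b-3p share CAGTATT, which is complementary to bases 46 to 52 of the Mir200b hairpin, counted from 1 at its 5′ end. The hairpin is 70 bases long, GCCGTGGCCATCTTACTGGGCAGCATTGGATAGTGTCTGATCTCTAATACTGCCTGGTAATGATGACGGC. The circPlcb1 position is on chromosome 2 from 135370541 to 135370564, TAATCTTCGGCAAGAGCAGTATTA, with a stretch of 9 complementary bases. The circRalgapa1 positions are on chromosome 12 from 55676680 to 55676706, TGTTCTTGACGAGCTCCTGCAGTATTT, and from 55665649 to 55665670, GACACACAAGATTGCAGTATTT. The circCtnnd2 position is on chromosome 15 from 30683345 to 30683368, CCCCTACCGACAGCTGCAGTATTG. The circMemo1 position is on chromosome 17 from 74241942 to 74241961, TGAAGATGAACACAGTATTG. The circTcf4 position is on chromosome 18 from 69564099 to 69564119, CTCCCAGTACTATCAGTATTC. All 6 lie in coding sequence. Among 2200 hairpins of other miRNA genes, between 0.318% and 5.91% held a complementary stretch at least as long.

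The 4 positions for miR-141-3p share CAGTGTT, which is complementary to bases 49 to 55 of the Mir141 hairpin. The hairpin is 72 bases long, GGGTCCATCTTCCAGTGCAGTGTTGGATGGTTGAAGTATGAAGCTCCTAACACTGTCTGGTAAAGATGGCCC. The circPsd3 position is on chromosome 8 from 67964163 to 67964184, GACTCTATACTTAACAGTGTTA, with a stretch of 9 complementary bases. The circRabgap1 position is on chromosome 2 from 37540423 to 37540444, GAAGAACAGGCATTCAGTGTTC. Both lie in coding sequence. The circTulp4 position is on chromosome 17 from 6137458 to 6137479, TCAGATTTTCCTTACAGTGTTC, in an exon of a transcript without coding sequence. The circZbtb20 position is on chromosome 16 from 43577118 to 43577140, TCCTGACTCCCAGTCCAGTGTTC, in the 5′ UTR of 5 annotated coding transcripts. Between 0.227% and 16.1% of the other hairpins held a complementary stretch at least as long. The 4 positions for miR-544-5p share TAACAAG, which is complementary to bases 12 to 18 of the Mir544 hairpin, and the position for miR-451a holds AACGGTT, complementary to bases 18 to 24 of the Mir451a hairpin.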

Based on the relationships between miRNAs-mRNAs and miRNAs-circRNAs obtained by databases, combined with the expression trend of genes, a ceRNA network were visualized by Cytoscape (Figure 7C). 

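Fig. 7C marks miR-451a and miR-544-5p as up-regulated. The hairpin of miR-451a lies on chromosome 11 of GRCm38 from 78073170 to 78073241, outside protein-coding genes, and shares its position with Mir451b on the opposite strand. miR-451a had 797, 14 and 33 reads in the PND mice and 47, 25 and 10 reads in the CON mice. Its level was 14.5 ± 22.9 CPM (SD, n = 3) in the PND group and 1.79 ± 1.23 CPM (SD, n = 3) in the CON group, and PND mouse 1 held 93.9% of the PND sum. The log2 fold change was 1.20 (standard error 1.07, adjusted p = 0.77 from limma), within the spread between mice (exact permutation test, two-sided, p = 0.6). Without PND mouse 1 it was -0.20. With the replicate number as a block the standard error was 0.70 and the adjusted p was 0.75. The edgeR exact test on the recovered reads called miR-451a up-regulated, with a log2 fold change of 2.96 and an adjusted p of 0.86.

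The hairpin of miR-544-5p lies on chromosome 12 from 109729325 to 109729402, and no other gene is annotated there. miR-544-5p had 26, 34 and 31 reads in the PND mice and 18, 5 and 15 reads in the CON mice, which is 1.67 ± 0.306 CPM (SD, n = 3) and 0.816 ± 0.433 CPM (SD, n = 3). Every PND mouse had a higher level than every CON mouse (exact permutation test, two-sided, p = 0.1, the smallest p of this design). The log2 fold change was 0.58 (standard error 0.21, adjusted p = 0.77 from limma), below the 2-fold limit, and stayed between 0.37 and 0.73 with each mouse left out. As a ratio of the group means it was 1.04 on the log2 scale. The block gave the same log2 fold change, with a standard error of 0.23 and an adjusted p of 0.75.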

In this network, we found that the circTcf4, circPlcb1, circMemo1, circCtnnd2, circRalgapa1/miR-200b-3p/Slco1b2 axes, and the circPsd3, circRabgap1, circTulp4, circZbtb20/miR-141-3p/Ino80d axes conform to the general gene expression law of ceRNA network, which might be involved in the mechanisms of PND regulation.

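The hairpin of miR-200b-3p lies on chromosome 4 of GRCm38 from 156055681 to 156055750, in an intron of the protein-coding gene Ttll10. miR-200b-3p had 261, 190 and 221 reads in the PND mice and 4048, 233 and 186 reads in the CON mice. Its level was 12.2 ± 1.32 CPM (SD, n = 3) in the PND group and 97.4 ± 145 CPM (SD, n = 3) in the CON group, and CON mouse 1 held 90.7% of the CON sum. The log2 fold change was -1.54 (standard error 1.02, adjusted p = 0.77 from limma with Benjamini-Hochberg adjustment). The groups overlapped, and the difference lay within the spread between mice (exact permutation test, two-sided, p = 0.3). Without CON mouse 1 the log2 fold change was -0.14, and it lay between -2.34 and -0.14 with each mouse left out in turn. With the replicate number as a block, the standard error was 0.80 and the adjusted p was 0.75. The edgeR exact test on the recovered reads called miR-200b-3p down-regulated, with a log2 fold change of -3.02 and an adjusted p of 0.26. miR-200b-3p differs little in sequence from miR-200c-3p and miR-429-3p, so reads could have been split among them.

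The hairpin of miR-141-3p lies on chromosome 6 from 124717914 to 124717985, in an exon of the unclassified transcript Gm29008. miR-141-3p had 1 read in each of the 3 PND mice, and 58, 0 and 1 reads in the CON mice. The PND libraries were therefore under the floor of 3 reads, as were CON mice 2 and 3. The mean of the CON group, 1.29 ± 2.17 CPM (SD, n = 3), was at least 7.81-fold higher than the floor of the PND libraries, and CON mouse 1 held 98.4% of the CON sum. The log2 fold change on the log2(CPM + 1) scale was -0.71 (standard error 0.54, adjusted p = 0.77 from limma), within the spread between mice (exact permutation test, two-sided, p = 0.7). Without CON mouse 1 it was 0.03. The block gave a standard error of 0.44 and an adjusted p of 0.75. The edgeR exact test called miR-141-3p down-regulated, with an adjusted p of 0.86.

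The paper combined the relationships between miRNAs, mRNAs and circRNAs from databases with the direction of expression marked in Fig. 7C. The mRNAs and circRNAs were not analysed here. The paper states that these axes follow the general expression rule of ceRNA networks, and proposes that they take part in the mechanisms of PND.

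**Figure D3:**
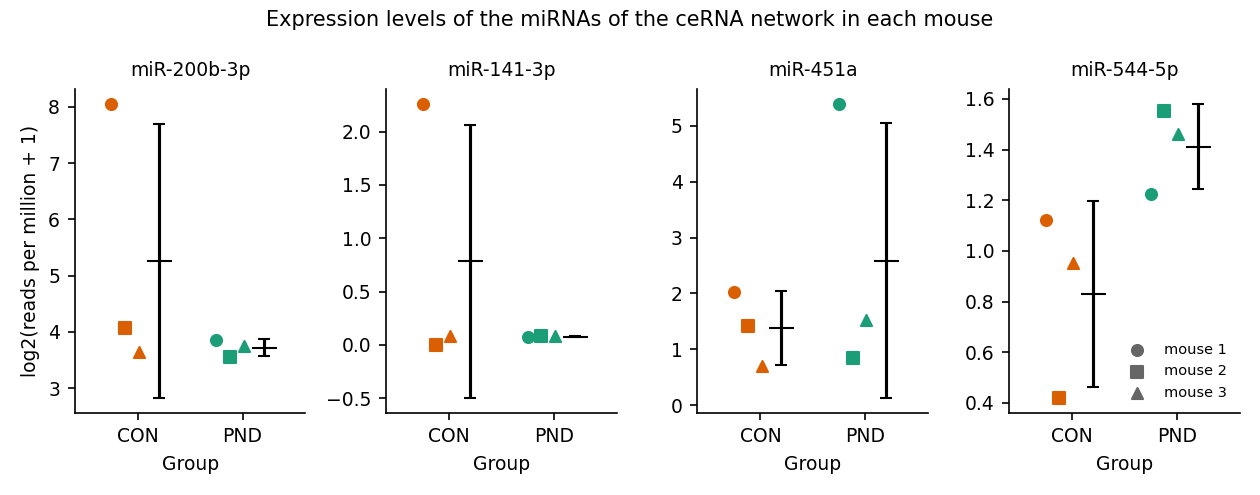
Levels of the 4 miRNAs of the network in each CON mouse and PND mouse, as log2(CPM + 1); symbols give the mouse number within each group, and the black line and bar give the mean and SD of 3 mice. CON mouse 1 stands apart for miR-200b-3p (4048 reads) and miR-141-3p (58 reads), and PND mouse 1 for miR-451a (797 reads).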

**FIGURE 7:**
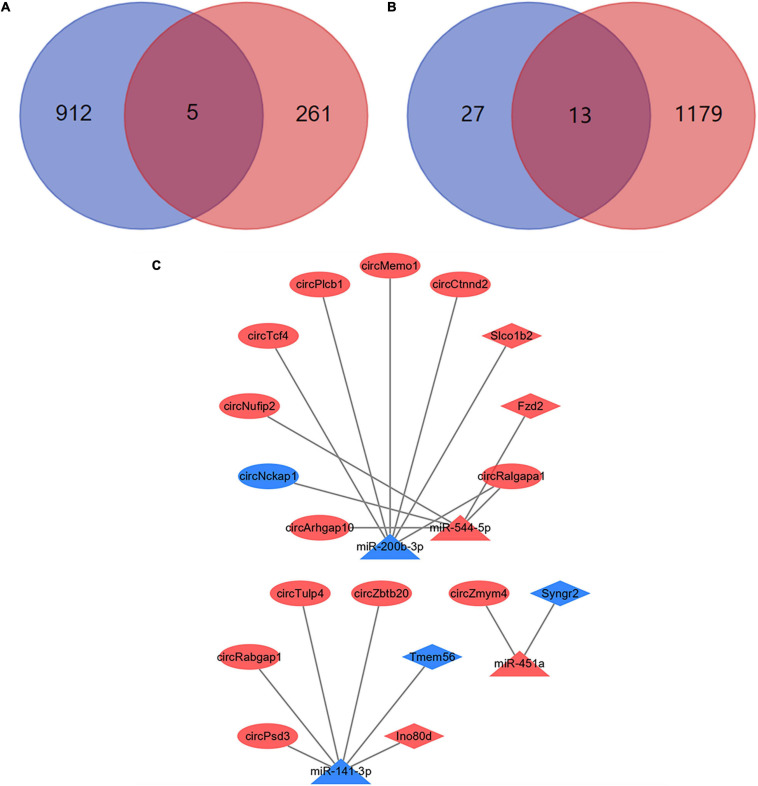
Construction of ceRNA networks. **(A)** A total of 5 mRNAs were identified with miRNA targeting binding sites. The blue circle represents the results of bioinformatics databases and the red circle represents the NGS results. **(B)** A total of 13 circRNAs were identified with miRNA targeting binding sites. The blue circle represents the results of bioinformatics databases and the red circle represents the NGS results. **(C)** Visualization of ceRNA networks. The red marks represent the up-regulated genes and the blue marks represent the down-regulated genes.

**TABLE 2:** Correspondence relationships between miRNAs and mRNAs.

miRNA	mRNA	Entrez ID	ENSEMBL
mmu-miR-451a	Syngr2	20973	ENSMUSG00000048277
mmu-miR-200b-3p	Slco1b2	28253	ENSMUSG00000030236
mmu-miR-544-5p	Fzd2	57265	ENSMUSG00000050288
mmu-miR-141-3p	Tmem56	99887	ENSMUSG00000028132
mmu-miR-141-3p	Ino80d	227195	ENSMUSG00000040865

**TABLE 3:** Correspondence relationships between miRNAs and circRNAs.

miRNA	circRNA	Position	Type
mmu-miR-451a	circZmym4	chr4:126925560-126925584	Exon
mmu-miR-200b-3p	circPlcb1	chr2:135370541-135370564	Exon
mmu-miR-200b-3p	circRalgapa1	chr12:55676680-55676706	Exon
mmu-miR-200b-3p	circRalgapa1	chr12:55665649-55665670	Exon
mmu-miR-200b-3p	circCtnnd2	chr15:30683345-30683368	Exon
mmu-miR-200b-3p	circMemo1	chr17:74241942-74241961	Exon
mmu-miR-200b-3p	circTcf4	chr18:69564099-69564119	Exon
mmu-miR-544-5p	circNckap1	chr2:80520518-80520537	Exon
mmu-miR-544-5p	circArhgap10	chr8:77358567-77358587	Exon
mmu-miR-544-5p	circNufip2	chr11:77691823-77691843	Exon
mmu-miR-544-5p	circRalgapa1	chr12:55677150-55677171	Exon
mmu-miR-141-3p	circRabgap1	chr2:37540423-37540444	Exon
mmu-miR-141-3p	circPsd3	chr8:67964163-67964184	Exon
mmu-miR-141-3p	circZbtb20	chr16:43577118-43577140	Intron
mmu-miR-141-3p	circTulp4	chr17:6137458-6137479	Exon

### Validation of the Differentially Expressed Genes

To validate the accuracy and reliability of the NGS results, we randomly selected 5 circRNAs, 2 miRNAs, and 5 mRNAs for qRT-PCR. Compared with CON group, the expressions of circRalgapa1, circPsd3, circPpme1, circKansl1l, cinrcRnf150, Slco1b2, Ino80d, chrnb1, Sncg, and Agt in PND group were significantly up-regulated (Figure 8). The expressions of miR-200b-3p and miR-141-3p were significantly down-regulated (Figure 9). The results of qRT-PCR largely verified the accuracy of NGS results and provided potential therapeutic targets for the treatment of PND.

**FIGURE 8:**
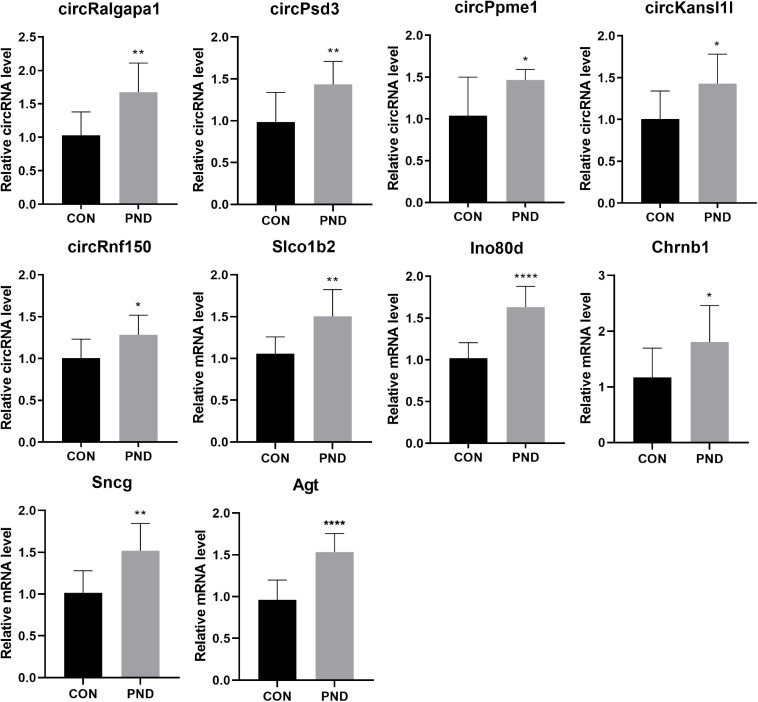
The validation results of circRalgapa1, circPsd3, circPpme1, circKansl1l, circRnf150, Slco1b2, Ino80d, Chrnb1, Sncg, and Agt by qRT-PCR in CON and PND groups (*n* = 10, each group). *P < 0.05 compared with the CON group, **P < 0.01 compared with the CON group, ****P < 0.005 compared with the CON group.

**FIGURE 9:**
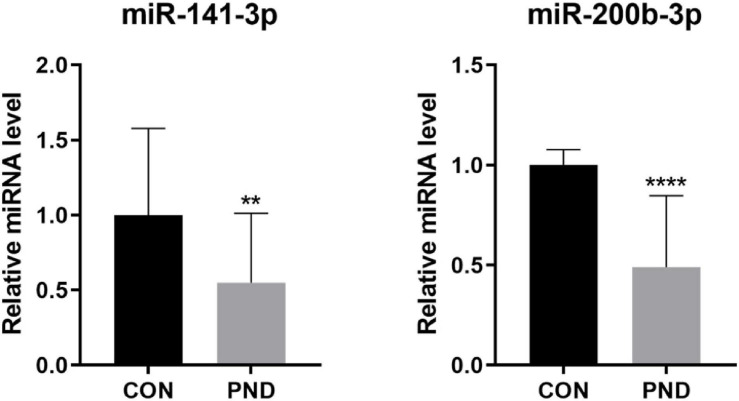
The validation results of miR-200b-3p and miR-141-3p by qRT-PCR in CON and PND groups (*n* = 10, each group). ****P < 0.001 and **P < 0.01 compared with the CON group.

### Prediction of the Potential Therapeutic Drugs

The differentially expressed mRNAs in the prefrontal cortex of aged mice with PND were upload onto the CMap database to predict the small molecular drugs that have potential therapeutic effects on PND. Negative drug’s mean value indicating the drug has a potential to improve the cognitive function of PND and reverse the expression of differentially expressed genes included in the ceRNA network. The top ten small molecular drugs were shown in Table 4. We found that Cinnarizine and Clemastine had the highest negative mean value. These results indicated that these two compounds might have potential therapeutic effects on PND, and the chemical structure of these two drugs were shown in Figures 10A,B.

**TABLE 4:** The top 10 small molecular drugs with high negative correlations with PND.

Rank	CMap name	Mean	N	Enrichment	*P*-value	Specificity	Percent non-null
1	Cinnarizine	−0.591	4	−0.866	0.00062	<0.01	100
2	Sulfamonomethoxine	−0.39	4	−0.848	0.00099	<0.01	75
3	Streptomycin	−0.491	4	−0.841	0.00117	<0.01	75
4	Clemastine	−0.673	3	−0.909	0.00132	<0.01	100
5	Tranexamic Acid	−0.417	5	−0.749	0.00186	0.0336	60
6	Podophyllotoxin	−0.297	4	−0.804	0.00282	0.0588	50
7	Ikarugamycin	−0.41	3	−0.847	0.00707	0.0227	66
8	Vigabatrin	−0.349	3	−0.845	0.00743	0.0141	66
9	Mafenide	−0.462	5	−0.673	0.00869	0.012	80
10	Nilutamide	−0.543	4	−0.715	0.01339	0.0107	75

**FIGURE 10:**
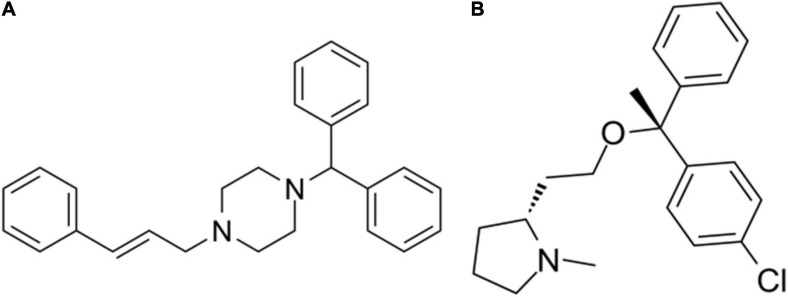
The chemical structure of potential therapeutic drugs. **(A)** The chemical structure of Cinnarizine. **(B)** The chemical structure of Clemastine.

## Discussion

Among all the risk factors closely associated with PND, age is the only one factor associated with long-term PND (more than 3 months after operation) (Le et al., 2014). Meanwhile, advanced age is considered as an independent risk factor of PND (Luo et al., 2019), which is not conducive to neurogenesis, neuron survival, and restoration of neuronal function following injury (Koks et al., 2016). Based on these theory, 18-month-old male C57BL/6 mice were used as experimental subjects in this study. The PND animal model was established by exploratory laparotomy plus isoflurane anesthesia, which has been generally proved to be effective in previous studies (Wang et al., 2018a; Qiu et al., 2020). The hippocampus and the cortex, especially the prefrontal cortex, play important roles in regulating cognitive function (Watanabe and Funahashi, 2014; Mansouri et al., 2017; Martorell et al., 2019). In behavioral tests, we found that the spatial learning memory and context-related memory were impaired in aged mice after anesthesia and operation without any post-operative anxious behavior. The phenomenon is regulated by both the hippocampus and the prefrontal cortex (Raybuck and Lattal, 2011), which strongly supports our view that anesthetic and operating factors contribute to the development of PND in aged mice.

As a serious perioperative neurological complication, PND impair patients’ postoperative memory, attention, language comprehension, and social skills, increasing the incidence of dementia and affecting the prognosis of patients (Evered et al., 2016, 2018). Although PND has a profound impact on patients, it is difficult to determine the specific pathogenesis. Many pathological processes have been involved in PND, such as, neuroinflammation (Luo et al., 2019), mitochondrial dysfunction, oxidative stress (Netto et al., 2018), the blood-brain barrier damage (Zhu et al., 2018), neurotrophic support impairment (Fan et al., 2016), and synaptic damage (Xiao et al., 2018). Due to its complex pathogenesis, there is a lack of effective treatments. The application of NGS technology has greatly improved our cognition to identify and diagnose the causes of disease (Rego and Snyder, 2019). Therefore, the NGS technology help us to obtain new clues and treatment targets for PND.

Currently, by RNA sequencing in the hippocampus of aged rats with PND, some studies have identified the differentially expressed circRNAs. And these circRNAs are related to the P53 signaling pathway and the NF-KB pathway (Cao et al., 2020). Like PND, Alzheimer’s disease is also associated with progressive impairment of cognitive function. Differential expression of circRNAs has been found in the hippocampus of Alzheimer’s disease patients and mouse models (Lu et al., 2019; Lo et al., 2020; Ma et al., 2020). These results indicated that the differentially expressed circRNAs were related to cognitive function changes. Moreover, the role of miRNAs in PND has been analyzed in many studies. The miR-572 improves early postoperative cognitive dysfunction by down-regulating NCAM1 (Yu et al., 2015). Meanwhile, the miR-190a improves postoperative cognitive dysfunction in mice by regulating the expression of Tiam1 (Liu et al., 2019). The miRNA-146a protects mice from cognitive impairment caused by operation by inhibiting the neuroinflammation (Chen L. et al., 2019). These results indicate that genes including circRNAs and miRNAs are closely related to PND.

Many circRNAs contain miRNAs binding sites and have the characteristics of miRNA sponge. The inhibition of miRNAs on downstream gene expression is eliminated by binding to target miRNAs. This is the ceRNA mechanism (Thomson and Dinger, 2016), which plays a key role in gene transcription. In this study, 1192 circRNAs and 27 miRNAs with differential expression were identified. Based on our sequencing results, 14 ceRNA pairs were obtained by bioinformatics databases. In addition, the results suggested that not all circRNAs and miRNAs had ceRNA relationships, and the function of most circRNAs need to be further explored. The miRNAs are short non-coding RNAs that regulate gene expression through mRNA degradation or translation inhibition (Zhang et al., 2020). Based on 266 differentially expressed mRNAs, 5 miRNA-mRNA axes were further identified and circRNA-miRNA-mRNA networks were constructed. Genes in these networks, together with other differentially expressed genes, may play key roles in the regulation of the pathogenesis of PND in aged mice.

From our sequencing results, it is not difficult to observe that among all differentially expressed genes, only a small part of genes can form a ceRNA network. In other words, the upstream of differentially expressed mRNAs, such as miRNAs and circRNAs, may not be differentially expressed. This also reflected that the regulation of genes expression in the brain is an extremely complex process.

Gene ontology enrichment and KEGG pathway analysis were performed to explore the roles of differentially expressed mRNAs in the pathogenesis of PND. In the terms of BP, we found that I-kappaB kinase/NF-kappaB signaling was significantly enriched. NF-kappaB signaling is a classical well-known neuroinflammatory signaling pathway, which induces the occurrence and development of PND (Zhu et al., 2017; Cao et al., 2018). The over-activation of NF-kappaB signaling leads to blood-brain barrier damage and the brain injury aggravation (Li Z. et al., 2016). The inhibition of NF-kappaB signaling reduces the neuroinflammation and oxidative stress, which could improve the cognitive impairment associated with PND (Yang and Yuan, 2018). In the terms of MF, we found that postsynaptic neurotransmitter receptor activity was significantly enriched. Postsynaptic neurotransmitter receptor transport is the basic mechanism for the dynamic regulation of synaptic strength, which is crucial for the formation and regulation of neuronal synaptic function (Papadopoulos et al., 2017). The dysregulation of the formation and regulation of neuronal synapse function is closely related to the impaired cognitive function of PND patients (Gao et al., 2021). In the results of KEGG pathway analysis, insulin resistance, pathways of neurodegeneration-multiple diseases, hippo signaling pathway and inflammatory mediator regulation of TRP channels were significantly enriched. Insulin resistance accelerated the development of PND (Tang et al., 2017; He et al., 2019), intranasal insulin treatment prevents anesthesia-induced cognitive impairments (Li X. et al., 2019). Neurodegeneration is one of the main features of PND (Pan et al., 2016). Hippo signaling pathway is involved in neuroinflammation, neuronal cell differentiation, and neuronal death (Cheng et al., 2020), and its intervention might contribute to the treatment of cognitive dysfunction (Yu et al., 2019). TRP channels are expressed in various cell types in the brain and playing a pathological role in a variety of neuroinflammatory diseases (Hu et al., 2020). The inhibitor of TRP channels significantly improve cognitive dysfunction in different diseases (Hazalin et al., 2020; Hu et al., 2020; Thapak et al., 2020). These results reveal the mechanism by which differentially expressed genes in the prefrontal cortex may regulate PND.

Based on the differentially expressed mRNAs, we constructed a PPI network to identify the hub genes of PND. The results indicated that Agt had the largest count of interaction pairs between proteins. The full name of Agt is Angiotensinogen, which is a basic component of the renin-angiotensin system. Its overexpression reflected the activation of renin-angiotensin system, which is closely related to the induction of PND (Li Z. et al., 2014). The expression of Agt was significantly up-regulated in the cerebrospinal fluid of patients with Alzheimer’s disease, which was associated with damage to the blood-brain barrier and impairment of cognitive function (Mateos et al., 2011). The activation of renin-angiotensin system can lead to cognitive decline and brain damage caused by chronic cerebral ischemia (Dong et al., 2011). The identification of hub genes provided potential therapeutic targets for PND.

Meanwhile, Cinnarizine and Clemastine were predicted to have potential therapeutic effects on PND. Cinnarizine is an antihistamine and T-type calcium channel inhibitor that promotes cerebral blood flow. Clomastine is a histamine H1 receptor antagonist. The application of antihistamines could ameliorated cognitive function in mice with Alzheimer’s disease (Steele et al., 2009; Wang et al., 2011). There are many similarities between PND and Alzheimer’s disease in view of pathogenesis, such as oxidative stress, neurodegeneration, and neuroinflammation. It has been reported that Cinnarizine can improve haloperidol-induced memory impairment and oxidative stress (Abdel-Salam et al., 2012). Clemastine shows more potential in cognitive enhancement than Cinnarizine. It could reduce the IL-1β mediated neuroinflammation (Liu et al., 2016; Xie et al., 2020), save mice from age-related memory deficits (Cree et al., 2018; Wang et al., 2020), and reverse spatial learning and memory impairment induced by isoflurane anesthesia (Li Q. et al., 2019). Based on the abovementioned studies, these two drugs, especially Clemastine, might have a potentiality to ameliorate cognitive impairment caused by anesthesia and surgery. However, there is no relevant research has been published so far. This also points out the direction for our follow-up research.

There are also some limitations in this study. First, we cannot identify the source of differentially expressed circRNAs, miRNAs, and mRNAs. Because the prefrontal cortex contains astrocytes, microglia, neurons, and other types of cells. Our sequencing results provided an overall expression trend of the differentially expressed genes. Second, NGS technology has been performed this study in aged mice, the differential expression of genes has been partly verified by qRT-PCR. It remains unclear whether the genes are differentially expressed in homo sapiens brains. Finally, we used bioinformatics analysis to predict the possible mechanisms of differentially expressed genes, and many of the mechanisms that may be related to PND need to be further verified by experiments.

## Conclusion

In summary, this study is the first one to explore the differential expression profiles of genes caused by PND. We analyzed the differentially expressed circRNAs, miRNAs, and mRNAs in the prefrontal cortex of aged mice with PND by next-generation sequencing technology and performed some validation work. Meanwhile, through bioinformatics analysis, we predicted the biological functions of differentially expressed genes, constructed a ceRNA network, provided potential targets and small molecule drugs for the treatment of PND.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE174413.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee (Approval No. SYSU-IACUC-2020-000326) and the Laboratory Animal Ethics Committee of Sun Yat-sen University.

## Author Contributions

ZW conceived and designed the study and interpreted experiments. WW and XZ performed the experiments and prepared the initial draft of the manuscript. YP, JZ, LC, W-jL, YL, and JW supervised the project. All authors read and approved the final submission.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as apotential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

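The deposited data cover the small RNA sequencing of the prefrontal cortex of 3 PND mice and 3 CON mice, with 1 library per mouse. Groups and replicate numbers were taken from the sample labels and checked against the paper. The age was taken from the paper, 18 months. The labels give the mice of both groups the replicate numbers 1 to 3, and no statement in the paper's text says that same-numbered mice were handled together, so the pairing was checked from the values. The circRNA, mRNA and qRT-PCR data of the paper were not analysed here, and miR-572, which the paper discusses, was not analysed here.

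For each mouse the authors deposited 1 value per miRNA in CPM, reads per 1000000 reads, which the paper calls TPM. According to the paper's methods, the authors filtered the reads with fastx, kept clean reads in the length range of small RNAs, aligned them to the reference genome with Bowtie, took known miRNAs from miRBase, applied TMM and divided by the total reads. The genome build, the miRBase release, the number of mismatches, the rule for reads that match several places and the source of the 33 entries without a miRBase name are not named in the paper's text. Each of the deposited CPM columns sums to 1000000 within rounding, so scaling by TMM can no longer be seen between the libraries.

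The analysis plan had first assumed whole read counts, for which it named edgeR's quasi-likelihood test. It named limma on log2(value + 1) for the case of normalized values. Since the deposited values are CPM, the second case applied. In every library 100% of the values were whole multiples of the value of 1 read. The recovered reads, between 14849461 and 19471226 per library, were used for depth, for a floor of 3 reads (between 0.154 and 0.202 CPM) and for the count tests, which are alternatives only. Each library was counted as a replicate because the paper and the labels describe separate mice. No library was a copy of another, as pairs within a group differed by more than counting noise, with a chi-square per degree of freedom of 81.7 to 428.9 over the miRNAs.

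The main test was limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3, on log2(CPM + 1) of all 1189 entries, PND against CON, without covariates. A miRNA counted as differentially expressed with an unadjusted p under 0.05 and an absolute log2 fold change above 1, the limits of the paper. Adjusted p-values are Benjamini-Hochberg values over all entries tested. Fold changes are on the log2(CPM + 1) scale unless another is named. Single miRNAs and sums were compared by exact permutation tests over the 6 mice, two-sided, whose smallest p is 0.1. Distances between mice used log2(CPM + 1) of the 361 miRNAs with a mean of at least 10 CPM. The analysis plan had named a prior count of 1 on reads for these distances, and that form was run as an alternative.

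Before the data were examined, these alternatives were set: a pseudocount of 0.1, a minimum mean of 10 CPM, a minimum of 10 reads in 3 libraries, limma without trend, TMM factors, DESeq2 size factors, the fold change from the group means, the replicate number as a block, limma-voom, DESeq2 1.42.0, the exact test and the robust quasi-likelihood test of edgeR 4.0.16 on the recovered reads, and leaving out each mouse for the tests of differential expression and the distances. The edgeR quasi-likelihood test without the robust option was named in the plan for deposited counts. It was run on the recovered reads after the data were seen. Also added then were edgeR's exact test with the fold change from the group means and the prior count of 1 for the distances. Limma with identical entries without a miRBase name counted as 1 entry (1179 entries) was added then too. So were the distances without each mouse with the groups weighted equally, and the number of miRNAs detected and the marker sets without each mouse.

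The tests were checked on simulated reads for the same miRNAs, in which 199 tested miRNAs changed 4-fold and 975 did not change. The spread between simulated mice depended on abundance only. No miRNA was set to be raised in a single mouse, and no change was set near the 2-fold limit. The simulation therefore does not show how many false calls such miRNAs give in the real data. limma on log2(CPM + 1) called 98 of the 199, including 59 of 59 with a mean of at least 10 CPM, and 0 of the 975. edgeR's exact test with the fold change from the group means called 137 of the 199 and 10 of the 975. limma-voom called 142 of the 199 and 25 of the 975, and a pseudocount of 0.1 called 140 and 17. edgeR's quasi-likelihood test called 137 and 11, and DESeq2 called 130 and 5.

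The miRNAs named in the text follow a rule set before the deposited values were examined but after Fig. 3 of the paper had been seen. It covers the miRNAs named in the paper, the miRNAs of genes labelled in Fig. 3B whose ID could be matched, a list of marker miRNAs for epithelial or olfactory tissue, red blood cells, choroid plexus and neurons, and the most significant miRNAs past both limits with groups that do not overlap, of which there were none. Entries without a miRBase name and the list of 34 miRNAs were singled out after their values were seen. Gene positions and hairpin sequences are those of GENCODE release M21 on GRCm38. The build was taken from the positions of Table 3, all 15 of which lie inside the gene named there in this annotation. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the remaining steps.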

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

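The test of library depth and the test with identical entries counted as 1 were chosen only after the result was seen, and the split of the mice was planned.

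Entries without a miRBase name, which the paper does not discuss, had reads in every PND mouse and none in any CON mouse. They form 2 distinct sets of reads. The first set, listed under 2 entries, had a mean of 0.813 CPM (SD 0.265, n = 3) in the PND group, with 10 to 18 reads per mouse. The second, listed under 3 entries, had a mean of 0.754 CPM (SD 0.277, n = 3), with 11 to 19 reads per mouse. The CON group is listed at 0 for both, which is under its floor of 3 reads. These 5 entries are the ones with an adjusted p under 0.05 in limma (adjusted p = 0.0395, log2 fold changes 0.85 and 0.80, higher in 3 of 3 PND mice), and the exact permutation p of each set was 0.1, the smallest possible. With the replicate block in limma, the adjusted p of both sets was 0.109, and 0 entries had an adjusted p under 0.05 (56 at an unadjusted p under 0.05). Over all settings the adjusted p ranged from 8.31e-07 to 0.32 for the first set and from 2.16e-06 to 0.32 for the second. Among the 4 splits of the 6 mice that part every same-numbered pair, 1, the real one, gave as many miRNAs with an adjusted p under 0.05. Of all 10 splits, which also include those that part fewer such pairs, 1 did, and the other 9 gave 0 or 1.

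Several technical explanations apply. Library depth was tested first. At the rate of the PND libraries, at least 11.2 reads would be expected in each CON library, and up to 13.1, so the smaller CON libraries do not account for 0 reads. The adjusted p of 0.0395 in limma depends on the identical entries, which may come from 1 sequence listed more than once. With identical entries counted as 1, a setting chosen after the result was seen, the adjusted p was 0.0932 for both sets and 0 entries had an adjusted p under 0.05 (58 at an unadjusted p under 0.05). Reads from another organism and a difference between library batches were not tested. A total of 12 entries had reads in every PND library and in no CON library, and 7 of them have a miRBase name and at most 4 reads, whereas 1 entry showed the reverse, with at most 2 reads. The difference may follow the PND condition or the way the libraries were made. The tests run here do not tell these apart.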

How the results depend on the processing

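With all mice kept, limma gave 1 miRNA past both limits (1 up-regulated, 0 down-regulated) and 5 with an adjusted p under 0.05, with 61 at an unadjusted p under 0.05. TMM factors (52 at an unadjusted p under 0.05) and DESeq2 size factors (53) also gave 1, 1, 0 and 5. These factors moved the mean log2 level of the PND libraries against the CON libraries by -0.12 and -0.15, before a pseudocount is added. On log2(CPM + 1) a miRNA with few reads moved less, as miR-544-5p did, from 0.58 to 0.53 with TMM factors. Log2 fold changes of the size of the shift are within what the scaling decides.

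The number past both limits rose to 22 (17 up, 5 down) with a pseudocount of 0.1, 42 (30 up, 12 down) with the fold change from the group means, 32 (19 up, 13 down) with limma-voom, 11 (8 up, 3 down) with DESeq2, 31 (15 up, 16 down) with edgeR's exact test, 21 (14 up, 7 down) with the robust quasi-likelihood test, and 2 (2 up, 0 down) with the replicate block. Of the settings run only after seeing the data, edgeR's quasi-likelihood test, named in the plan for deposited counts, gave 32 (15 up, 17 down). The exact test with the fold change from the group means gave 34 (18 up, 16 down). The number past both limits fell to 0 (0 up, 0 down) with a minimum mean of 10 CPM (5 at an unadjusted p under 0.05). It was also 0 with limma without trend (57 at an unadjusted p under 0.05). With each mouse left out it ranged from 0 to 4 (0 to 2 up, 0 to 3 down).

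The number with an adjusted p under 0.05 was 0 with a minimum mean of 10 CPM, 0 without trend, 0 with at least 10 reads in 3 libraries (32 at an unadjusted p under 0.05), 0 with the replicate block (56), 0 with identical entries counted as 1 (58), which was chosen after seeing the data, and 0 to 3 with each mouse left out. It was 5 in the remaining settings, none of which was run with identical entries counted as 1.

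miR-200b-3p passed both limits with edgeR's exact test (log2 fold change -3.02), the quasi-likelihood test (-3.02) and the exact test with group means (-2.99). miR-141-3p did so with DESeq2 (-4.58), the exact test (-4.39), the quasi-likelihood test (-4.43) and the exact test with group means (-4.55), all against PND libraries under the floor of 3 reads. DESeq2 gave no p for miR-200b-3p and miR-451a. The minimum mean of 10 CPM removed miR-141-3p, miR-451a and miR-544-5p, and the minimum of 10 reads removed miR-141-3p. miR-451a did so with the exact test (2.96), the quasi-likelihood test (2.96) and the exact test with group means (3.02). miR-544-5p did so with a pseudocount of 0.1 (1.08) and with group means (1.04 with either test). The adjusted p over the settings with all mice ranged from 0.26 to 0.83 for miR-200b-3p, 0.75 to 0.98 for miR-141-3p, 0.72 to 0.86 for miR-451a and 0.66 to 0.98 for miR-544-5p. With each mouse left out, miR-200b-3p ranged from -2.34 to -0.14, miR-141-3p from -1.10 to 0.0336, reversed without CON mouse 1, miR-451a from -0.20 to 2.07, reversed without PND mouse 1, and miR-544-5p from 0.37 to 0.73. For these reversals the values show the cause, since the mouse left out held 98.4% and 93.9% of the sum of its group. The other settings kept the direction of these 4 miRNAs.

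Other named miRNAs reversed without CON mouse 1, miR-182-5p and miR-96-5p also without PND mouse 1. Their ranges with each mouse left out were -2.46 to 0.11 for miR-200a-3p, -2.15 to 0.28 for miR-200c-3p, -1.68 to 0.63 for miR-183-5p, -0.63 to 0.0860 for miR-200b-5p, -1.13 to 0.82 for miR-182-5p and -1.38 to 0.98 for miR-96-5p. miR-146a-5p (-0.0560 to 0.0579), miR-190a-3p (-0.14 to 0.22) and miR-7059-3p (-0.0290 to 0.0514) were near 0. With a pseudocount of 0.1, miR-190a-3p was 0.0705, and with limma-voom miR-7059-3p was -0.13; for these the cause was not tested. Among the markers, miR-34b-3p (-0.36 to 0.0166), miR-34b-5p (-0.00161 to 0.50), miR-34c-3p (-0.20 to 0.19), miR-204-5p (-0.11 to 0.23) and miR-211-5p (-0.20 to 0.24) also reversed with 1 mouse left out, and the cause was not tested.

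miR-204-5p (0.0706) and miR-9-5p (0.0928) reversed wherever the fold change was taken from rescaled libraries. Their log2 fold changes are smaller than the shift that the scaling factors made between the groups. They were -0.0515 and -0.0296 with TMM factors, -0.0812 and -0.0593 with DESeq2 size factors, -0.0533 and -0.0295 with limma-voom, -0.0864 and -0.0579 with DESeq2, and -0.0594 and -0.0268 with edgeR's exact test and with both of its quasi-likelihood tests. In the settings that keep all mice, the 40 named miRNAs outside the network gave 524 comparisons, of which 437 kept their direction and their side of the limits, 71 rose past the limits and 16 reversed.

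The number of miRNAs detected, 1189, fell to 656 with at least 10 reads in 3 libraries, and was 812 with a read in all 6 libraries, 1149 in any PND library and 1178 to 1185 with each mouse left out. The separation of the groups, 0.41, was positive in the other settings that keep all mice, and ranged from -1.95 to 3.76 with each mouse left out. Its reversals without any of the PND mice follow in part from the pooling of pairs, since a group that loses a mouse keeps 1 pair against 3 of the other group. With the groups weighted equally, chosen after seeing the data, the range was -0.31 to 1.39, with 2 reversals, without PND mouse 2 (-0.31) and without CON mouse 2 (-0.0688), whose cause was not tested. The epithelial or olfactory set (log2 ratio -1.95) ranged from -2.49 to 0.32, reversed without CON mouse 1, and the choroid plexus set (0.13) from -0.0526 to 0.30, reversed without CON mouse 2. The neuron set (-0.18) was 0.0902 as a mean of log2(CPM + 1), because the sum is taken up mostly by miR-128-3p (-0.29), whereas the mean weighs it equally with miR-124-3p (0.24), miR-9-5p (0.0928) and miR-138-5p (0.32). The red blood cell set kept its direction. Among the 4 miRNAs of the network, depth limits miR-141-3p most, since it had 1 read in every PND library.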

Differences from the paper's values

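The paper reports 27 differentially expressed miRNAs, and limma on log2(CPM + 1) gave 1. Of the alternatives set before the data were examined, a pseudocount of 0.1 (22), limma-voom (32), edgeR's exact test (31) and edgeR's robust quasi-likelihood test (21) came within 1.5 times the paper's number, and the others did not. The edgeR quasi-likelihood test (32) and the edgeR exact test with group means (34) also did, both run after seeing the values. The quasi-likelihood test had been named in the plan for deposited counts.

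The paper reports 12 up-regulated miRNAs, and limma gave 1. A pseudocount of 0.1 (17), DESeq2 (8), edgeR's exact test (15) and its robust quasi-likelihood test (14) came within 1.5 times the paper's number. So did the quasi-likelihood test (15) and the exact test with group means (18), both run after seeing the values. The other settings did not.

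The paper reports 15 down-regulated miRNAs, and limma gave 0, with 61 miRNAs of either direction at an unadjusted p under 0.05. The fold change from the group means (12), limma-voom (13) and edgeR's exact test (16) came within 1.5 times the paper's number. So did the quasi-likelihood test (17) and the exact test with group means (16), both run after seeing the values. The other settings did not. No setting gave exactly the paper's number for any of these 3 counts.

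Fig. 7C of the paper marks miR-200b-3p and miR-141-3p as down-regulated and miR-451a and miR-544-5p as up-regulated, and none of these passed both limits in limma (log2 fold changes -1.54, -0.71, 1.20 and 0.58). Their direction was that of the paper. The edgeR exact test called the first 3 of them, and the quasi-likelihood test called the same 3. The exact test with group means called all 4. The quasi-likelihood test and the test with group means were run after seeing the values. DESeq2 called miR-141-3p, and a pseudocount of 0.1 or limma's p with group means called miR-544-5p.

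Of the miRNAs of genes labelled in Fig. 3B, 0 passed both limits in limma. Together with miR-451a, the exact test with group means called 18, the exact test 16, the quasi-likelihood test 15, limma's p with group means 9, limma-voom 7, the robust quasi-likelihood test 7, a pseudocount of 0.1 called 6, DESeq2 called 5, the fit without CON mouse 2 called 2 and the replicate block called 1. Across all settings, 19 of these 28 miRNAs were called at least 1 time.

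The paper describes the expression profiles of the differentially expressed miRNAs in its clustering heatmap as distinguishable. Over the 361 miRNAs with a mean of at least 10 CPM, PND mouse 2 clustered first with CON mouse 3, at a distance of 3.46. Table 3 of the paper places the circZbtb20 position in an intron. In GENCODE release M21 it lies in the 5′ UTR of 5 coding transcripts.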

Other observations

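In this part the edgeR exact test with group means was chosen only after the result was seen. This covers its count of splits and its calls among the entries that stand ahead of the alphabetical list. The other tests were set before.

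The miR-200 family was higher in the CON group because of 1 mouse. A candidate explanation is RNA from epithelial or olfactory tissue in CON mouse 1. As further markers for it, miR-182-5p, miR-183-5p and miR-96-5p were named before the deposited values were examined. Fig. 3A of the paper, which shows several miRNAs high in 1 CON mouse only, had been seen by then. The markers were therefore not chosen blind to this pattern. All 3 of these markers were also highest in CON mouse 1, by 3.14 to 6.61 times the next library. They lie within 3820 bp on chromosome 6 and so count as 1 observation, and the gene of miR-183-5p is also labelled in Fig. 3B. Without this mouse the log2 ratio of the summed miR-200 family was -0.0301. As the mouse left out is the one with the highest sum, this value shows that the difference rests on 1 mouse and does not test its source. Library size was tested as well. The library of CON mouse 1 was number 2 of 6 from the smallest, so an extreme library size is not the reason. The summed set of 10 epithelial or olfactory markers was 1660 CPM in CON mouse 1 and between 68.0 and 198 CPM in the other mice (exact permutation test between the groups, two-sided, p = 0.7). Reads shared between near-identical members of the family could add to the number of members that rise together, but miR-182-5p, miR-183-5p and miR-96-5p come from another locus. The difference in the miR-200 family cannot be told apart from RNA of other tissue in 1 mouse, and a response of this mouse itself was not tested. The paper reports miR-200b-3p and miR-141-3p as down-regulated by qRT-PCR in mice that were not sequenced (Fig. 9), which RNA of other tissue in CON mouse 1 does not account for. Those measurements were not analysed here.

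miR-451a was higher in the PND group because of PND mouse 1. A candidate explanation is blood left in the tissue. Over the 6 mice, Spearman's rho of miR-451a with the sum of 4 other red blood cell miRNAs was 0.83 (exact permutation p = 0.058). Pearson's r was 0.86 (exact permutation p = 0.051). With both correlations counted as a family, the adjusted p was 0.058 for each. In PND mouse 1, miR-486a-5p and miR-486b-5p made up 57.9 and 89.6 CPM of the sum of 150 CPM. The rest are the arms of miR-144, which lies close to miR-451a. The 4 miRNAs therefore do not count as 4 separate observations. After leaving out the 2 mice farthest from the median of miR-451a, r was -0.21 and rho was 0.4 over 4 mice, so the linear relation rests on those mice. As this leaves out PND mouse 1, which holds the excess of miR-451a, the values over 4 mice do not weigh against blood. With the exact permutation p of both relations above 0.05, blood is neither shown nor excluded as the source. The summed red blood cell set was 139 ± 45.0 CPM (SD, n = 3) in the PND group and 101 ± 16.1 CPM (SD, n = 3) in the CON group (exact permutation test, two-sided, p = 0.3). miR-144-5p, which lies within 237 bp of miR-451a on chromosome 11, had 31 reads in PND mouse 1 and at most 4 in the other mice.

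Other splits of the mice gave as many calls as the groups did. Among the 4 splits that part every same-numbered pair, 3 gave at least 1 miRNA past both limits in limma, and 3 gave at least 1 in a single direction. All 4 gave at least the 0 down-regulated miRNAs of the real split, which this test cannot weigh. Of all 10 splits, which also include those that part fewer same-numbered pairs, 5 gave at least 1 call, and the others ranged from 0 to 3. With the edgeR exact test and group means, the real split gave 34 calls, the most among the 4 splits (1 of 4), and 2 of all 10 splits gave as many. The other splits gave 15 to 34. With so few splits, the share cannot fall under 0.05.

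More entries were detected in each PND library than in each CON library, and a candidate explanation is library depth. At equal depth the group means still differed, with 1009.9 entries in the PND group and 979.6 in the CON group (exact permutation test, two-sided, p = 0.1, the smallest possible), which library depth does not account for. The lowest PND library exceeded the highest CON library by 1.65 entries on average, in 12 of 20 draws, so that each PND library is above each CON library cannot be told apart from library depth.

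The choroid plexus set was 1129 ± 14.4 CPM in the PND group and 1035 ± 256 CPM in the CON group (exact permutation test, two-sided, p = 0.7). The log2 ratio of the neuron set was -0.18, and -0.31 with TMM factors (exact permutation test of the unscaled sums, two-sided, p = 0.2, where 0.1 is the smallest possible). miR-146a-5p, from a gene the paper discusses for PND, was 1101 ± 89.2 CPM in the PND group and 1106 ± 52.2 CPM in the CON group (exact permutation test, two-sided, p = 0.8).

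In the deposited lists, 27 entries stand ahead of an otherwise alphabetical list. They include the 4 miRNAs of the ceRNA network and 9 entries without a miRBase name. By the group means, 14 of the 27 are higher in PND and 13 are lower. The edgeR exact test with group means called 25 of them. The means of 14 lie under 1 CPM, and 17 fell to a fold change of 2 or below when 1 mouse was left out. The values of the groups did not overlap for 16 of the 27. The 5 entries with an adjusted p under 0.05 in limma, all without a miRBase name, are among the 27. Of the 27, 9 were highest in CON mouse 1.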
